# iMir: An integrated pipeline for high-throughput analysis of small non-coding RNA data obtained by smallRNA-Seq

**DOI:** 10.1186/1471-2105-14-362

**Published:** 2013-12-13

**Authors:** Giorgio Giurato, Maria Rosaria De Filippo, Antonio Rinaldi, Adnan Hashim, Giovanni Nassa, Maria Ravo, Francesca Rizzo, Roberta Tarallo, Alessandro Weisz

**Keywords:** Next generation sequencing, SmallRNA-Seq, Data analysis pipeline, Breast cancer, Small non-coding RNA, microRNA, Piwi-interacting RNA

## Abstract

**Background:**

Qualitative and quantitative analysis of small non-coding RNAs by next generation sequencing (smallRNA-Seq) represents a novel technology increasingly used to investigate with high sensitivity and specificity RNA population comprising microRNAs and other regulatory small transcripts. Analysis of smallRNA-Seq data to gather biologically relevant information, i.e. detection and differential expression analysis of known and novel non-coding RNAs, target prediction, etc., requires implementation of multiple statistical and bioinformatics tools from different sources, each focusing on a specific step of the analysis pipeline. As a consequence, the analytical workflow is slowed down by the need for continuous interventions by the operator, a critical factor when large numbers of datasets need to be analyzed at once.

**Results:**

We designed a novel modular pipeline (iMir) for comprehensive analysis of smallRNA-Seq data, comprising specific tools for adapter trimming, quality filtering, differential expression analysis, biological target prediction and other useful options by integrating multiple open source modules and resources in an automated workflow. As statistics is crucial in deep-sequencing data analysis, we devised and integrated in iMir tools based on different statistical approaches to allow the operator to analyze data rigorously. The pipeline created here proved to be efficient and time-saving than currently available methods and, in addition, flexible enough to allow the user to select the preferred combination of analytical steps. We present here the results obtained by applying this pipeline to analyze simultaneously 6 smallRNA-Seq datasets from either exponentially growing or growth-arrested human breast cancer MCF-7 cells, that led to the rapid and accurate identification, quantitation and differential expression analysis of ~450 miRNAs, including several novel miRNAs and isomiRs, as well as identification of the putative mRNA targets of differentially expressed miRNAs. In addition, iMir allowed also the identification of ~70 piRNAs (piwi-interacting RNAs), some of which differentially expressed in proliferating *vs* growth arrested cells.

**Conclusion:**

The integrated data analysis pipeline described here is based on a reliable, flexible and fully automated workflow, useful to rapidly and efficiently analyze high-throughput smallRNA-Seq data, such as those produced by the most recent high-performance next generation sequencers. iMir is available at http://www.labmedmolge.unisa.it/inglese/research/imir.

## Background

Small RNA analysis by massively parallel sequencing (smallRNA-Seq) represents an increasingly popular method to address different questions concerning the biological role of miRNAs and other regulatory small transcripts, such as piwi-interacting (piRNAs), small inhibitory (siRNAs), transcription initiation (tiRNAs), transfer (tRNAs) and other small non-coding (sncRNAs) RNAs, including also extra-cellular small RNAs (exRNAs). Among sncRNAs, miRNAs and piRNAs are emerging as key regulators in multiple cellular functions and for this reason are widely studied by direct sequencing. miRNAs, the best know and studied class of sncRNAs, are interesting to investigate due to their ability to control gene expression in eukaryotes by fine tuning mRNA translation [1-3]. They represent a class of short (~ 22 nucleotides) RNA molecules that play pivotal roles in a variety of molecular processes, such as immune response [4], differentiation [5], development [6-8], infection [9,10] and carcinogenesis [11-13]. miRNA genes are synthesized as long precursor RNA molecules (pri-miRNAs), usually by RNA polymerase II [14], that are rapidly processed in the nucleus by Drosha RNase III to release approximately 70 nucleotides long miRNA precursor stem loop (pre-miRNA) [15] that in turn are exported to the cytoplasm by Exportin 5 [16]. In the cytoplasm, mature miRNAs are produced through the action of Dicer RNase [17]. These small RNAs regulate gene expression by binding to targets sites generally in the 3′ untraslated region (3′ UTR) of target mRNAs, resulting in mRNA degradation or translation inhibition [1,18]. miRNAs recognition of the 3′ UTR of their target mRNA is mediated by hybridization between nucleotides 2–8 at 5′ end of the small RNA (seed sequence) and the complementary sequences present in the 3′ UTR of the mRNA [1,19,20]. On the other hand, small non-coding RNAs that interact with Piwi proteins, called piRNAs, are emerging as regulatory transcripts able to control a broad range of biological processes. The main roles of these molecules has been investigated mainly in germline stem cells, where they are involved in: (i) regulation of transposone activity; (ii) modulation of genome epigenetic state, (iii) development and (iv) spermatogenesis [21]. However piRNAs have been also identified in somatic cells, including human cancer cells [22], suggesting their possible involvement in tumors. This aspect highlights the need for sensitive and efficient bioinformatics tools to study these novel class of sncRNAs in smallRNA-Seq datasets. SmallRNA-Seq allows detection of RNAs with a high dynamic range and reliably measures small differences in RNA concentration between samples, enabling also to discover novel RNA molecules not annotated in databases. Generally, data analysis is performed by combining multiple statistical and bioinformatics tools available from different sources. Many useful programs for processing these data exist nowadays, such as RandA [23], Shortran [24], UEA sRNA Workbench [25], DSAP [26], miRTools 2.0 [27] and miRExpress [28]. Two main issues hamper diffusion and implementation of such programs: (i) web-based tools have some restriction on data upload; (ii) stand-alone programs often lack one or more analysis steps, such as for example prediction of novel sncRNAs. As main consequence, the analytical workflow is slowed down by the need for the continuous interventions by the operator, a critical factor when a large number of samples need to be analyzed at once. A main challenge in bioinformatics is thus to create comprehensive computational tools for handling and analyzing, in an automated manner, the huge amount of data generated by these experiments.

We describe here a modular analysis pipeline, iMir, for comprehensive analyses of smallRNA-Seq data integrating multiple open source modules and resources linked together in automated way. The pipeline allows identification of miRNAs and other sncRNAs, such as piRNAs, to perform differential expression analysis and, for miRNAs, to predict the corresponding mRNA targets. In addition, iMir provides the possibility to perform hierarchical clustering and to apply different statistical approaches to the analysis, improving discrimination of expressed sncRNAs and allows to identify those more likely to be biologically relevant. The pipeline output includes graphics and text files that are useful for a better interpretation of the results. iMir is well suited for the analysis of smallRNA-seq data obtained from animal samples. Moreover, it can be used to investigate the role of sncRNAs in plants adding the appropriate reference tracks in iMir database.

## Implementation

One of the main problems when dealing with the large datasets generated with the currently available Next Generation Sequencing (NGS) technologies are represented by the difficulties in their management and analysis. Analysis of smallRNA-Seq data, for example, requires implementation of different bioinformatics tools and the possibility to perform multiple, subsequent file format conversions that slows-down and makes cumbersome the analytical procedure. The need of a bioinformatics instrument that may help solve these problems in a user-friendly and handy way led us to devise a tool, called iMir, that integrates various open source modules and resources and, in addition, implementing different statistical approaches for sncRNAs expression analyses allows users to select the most performing and relevant method for analysis of their data. The analytical modules included in iMir, selected among the best available, have been made more performant thanks to home-made scripts that allows the user to create self-defined analytical flows. Indeed, the resources integrated in iMir were selected after careful comparison and throughout evaluation of the performance of software widely used in smallRNA-Seq data analysis, according also to what recently reported by Cordero et al. [29] and Williamson et al. [30]. iMir was implemented using an object-oriented programming language, Python, and comprises also a Graphical User Interface (GUI, Figure 1A-C and Additional file 1) that makes it easier the use of command line tools, so that the pipeline is particularly suited for biologist and early stage bioinformaticians, also because it simplify the way how projects are created, parameters are specified for each of several steps of the analysis and the different algorithms are run on project data (Figure 1A). In addition, terminal display window (Figure 1C) can be used to follow the flow of analysis. iMir provides stepwise planning that allows user to select the desired combination of analytical tools in the workflow. Some modules are mandatory while others are, instead, optional. A schematic representation of the iMir workflow is shown in Figure 2A-F. The pipeline takes in input the deeply sequenced reads in FASTQ format. As mentioned above, iMir offers the possibility to run different modules independently and this can be considered one of its main advantages. Indeed, in some cases user can work using pre-analyzed datasets (e.g. reads clipped from adapters sequences, or table with read-counts for each sncRNAs detected in test *vs* control samples), or may need to perform only a specific analytical step, such as adapter cleavage from input reads, detection of known and/or novel miRNAs, or to map sequence reads against other sncRNA libraries and then to perform differential expression analysis. In all cases, it is possible to start the analytical flow at that step simply by using the input file specific for it. The initial analytical step described in Module 1 (Figure 2A) allows to perform a pre-process analysis of the input files by setting user-defined options for performing adapter cleavage with cutadapt tool [31], as well as quality filtering and analysis of the length distribution of reads. Cutadapt is used for adapter trimming and differs from other adapter trimming tools because it provides several useful option, e.g. error rate assessment in adapter cleavage or search and removal of multiple adapter sequences, essential to get rid of adapter duplications occurring during sequencing library preparation. Module 2 (Figure 2B) allows detection of known miRNAs. To this aim, iMir integrates in its pipeline miRanalyzer stand-alone tool [32], that in its last version (miRanalyzer version 0.3) was improved in speed and features, including a comprehensive analysis of sequences corresponding to isomiR [33]. At this step it is possible to perform also cluster analyses, carrying out PCA analysis and/or applying different hierarchical clustering algorithms. This feature, in fact, is useful when dealing with a very large number of samples to assess similarities and differences among them, such as for example when analyzing results from large cohorts of tumor biopsies. One main advantage of small non-coding RNA sequencing is the possibility to predict novel miRNAs not annotated in databases. This procedure (Module 3, Figure 2C) is performed in iMir with miRanalyzer stand-alone tool [32] and miRDeep2 [34]. With this process it is possible to achieve a dual purpose: (i) to obtain more accurate results on novel miRNAs, that can then be experimentally validated and (ii) to evaluate presence and concentration of reads relative to other sncRNAs in the same datasets. We included in iMir the possibility to implement an intermediate step (Module 4, Figure 2D), before proceeding to differential expression analysis step (Module 5, Figure 2E), to remove the noise and less informative reads, e.g. miRNAs or sncRNAs expressed with very low read counts, that is based on the following statistics: (i) cumulative distribution function and (ii) arbitrary value approaches. Furthermore, low read counts might not reveal a real biological information, being due to sequencing errors or inaccuracy during the procedure of read alignment to the reference genome, such as cross mapping artefacts. To account for this problem, a minimum read count value can be used to filter out reads detected below the cutoff (“Minimum Read Count”, Figure 1B). In addition, after known miRNAs detection (Module 2, Figure 2B), we included statistical approaches to evaluate the cumulative distribution function, such as quartile or percentile values that are computed considering the whole reads-counts to exclude from the list of expressed miRNAs in a given sample those showing read count below that value. This approach can be used also with any sncRNA libraries. The other statistical approach implemented in iMir addresses a common problem encountered when calculating fold-change values (test/control read counts ratios) for RNAs present in the samples at very low levels. Considering a fold-change threshold of ±1.5 and p-value <0.05, when read counts for a given sncRNA are very low this setting can generate biologically irrelevant results. For example, considering a case where 10 tags are assigned to a given RNA in the test sample and 5 in the control, both derived for large cell populations, the resulting fold-change (2.0) may be statistically significant but of doubtful biological relevance [35], contrary to what occurs for sncRNAs showing in the same conditions high read counts. To overcome this problem, we included in iMir the possibility to add in such cases a correction factor. This, computed automatically by the tool as the median of the read count distribution relative to the sncRNA datasets of interest, can be added to the actual read counts of all entries in the datasets. In the case described above, considering a calculated correction factor of 30 the fold-change value calculated for such low-expressed sncRNA will be 1.14, and thus below the threshold set, while for an RNA of the same dataset that shows 4,000 read counts in the sample and 2,000 in the control this adjustment will be irrelevant (see also: Results and discussion). Of note, the user can either disregard this function or use at will an alternative value for this parameter, calculated by any other means desired. These approaches are useful to reduce the number of false-positives detected by differential expression analysis, as these most likely occur among RNAs expressed at a very low level.

**Figure 1:**
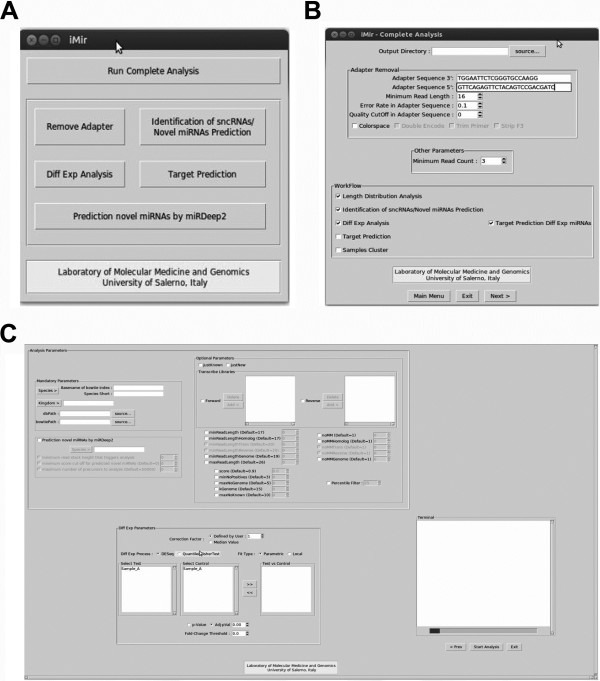
**iMir Graphical User Interface.** iMir GUI screen-shots. **A:** Once iMir is launched the user can define which step of the analysis perform and set different parameters for adapter cleavage. **B:** In the next step, the user can select and rename the samples, while the next windows **C:** allows to set parameter for detect known and novel miRNAs and differential expression analysis.

**Figure 2:**
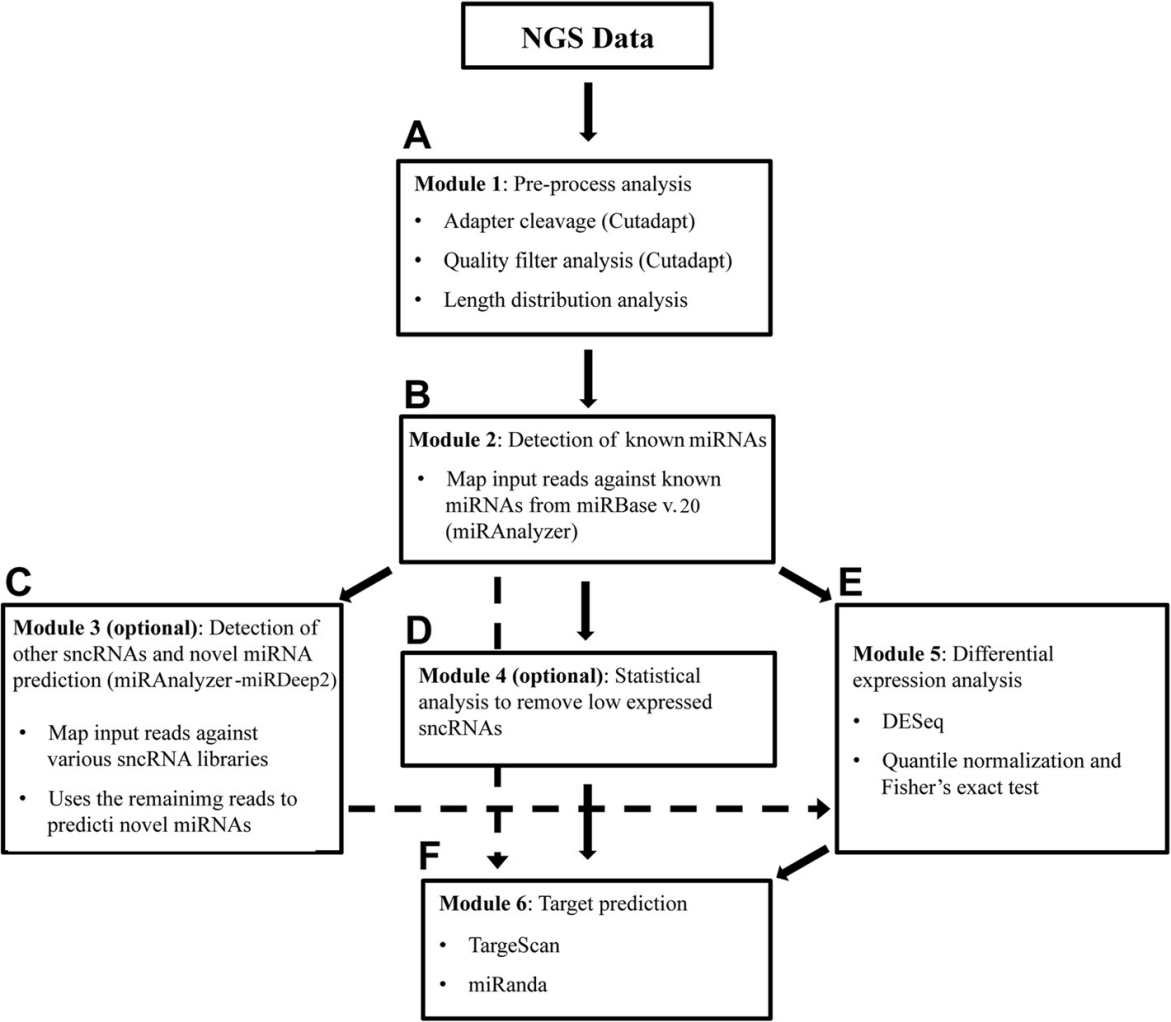
**iMir workflow.** Graphic summary of iMir workflow: the pipeline accepts NGS data as input and then proceeds automatically to perform several independent analyses, most of which can be selected or excluded according to the user’s needs. Dotted lines represent optional steps of the pipeline. **(A)** Module 1: Pre-process analyis. **(B)** Module 2: Detection of known miRNAs. **(C)** Module 3: Detection of other sncRNAs and novel miRNAs prediction. **(D)** Module 4: Statistical analysis to remove low expressed sncRNAs. **(E)** Module 5: Differential expression analysis. **(F)** Module 6: Target prediction.

Identification and analysis of differentially expressed sncRNAs using digital data is implemented in iMir with two different methods (Module 5, Figures 1C and 2E). The first one, based on the DESeq bioconductor package [36], is particularly suited when biological or technical replicates are available [29]. The second, based on quantile normalization and Fisher’s exact test to assess the statistical relevance, is specially designed for use when no replicates are available [37]. The last iMir module (Module 6, Figure 2F) is designed to perform mRNA targets prediction of expressed, or differentially expressed, miRNAs. mRNA targets are predicted by using miRanda [38,39], that includes current knowledge on target rules and uses a compendium of mammalian miRNAs, and TargetScan [40,41], that computes mRNA targets by searching for the presence of 8mer and 7mer sites matching the seed region of each miRNA. iMir includes in its databases different sncRNAs, such as miRNAs, piRNAs, tRNAs, mRNAs and data from RFam for human, rat and mouse (Additional file 2: Table S1). Performance of iMir was compared with that of the individual bioinformatics tools considered by Williamson et al. [30], selected on the basis of their popularity highlighted by number of citations in the literature. Furthermore, the number of known (available in miRBase) and of novel (absent from the latest release of miRBase) miRNAs detected and the time required to carry to completion the whole analytical flow were evaluated on multiple datasets generated in our laboratory and available from public data repositories and then taken as indicators of iMir performance. The results obtained are in line with what previously reported [30], suggesting reliability of this new tool.

## Results and discussion

As an example of the performance of the iMir pipeline, the tool was applied to analyze patterns of sncRNA expression and changes in human breast cancer MCF-7 cells maintained in two different culture conditions affecting cell cycle progression, e.g. growth-arrest and exponential growth [42,43] (see: Additional file 3 for details). For each experimental condition, three sequencing replicates were analyzed to gather a correct estimation also of the technical variability occurring during differential expression analyses. 

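Small RNA was sequenced from MCF-7 cells, an estrogen receptor-positive line derived from a human breast carcinoma, in 2 conditions with 3 sequencing replicates each. Exponentially growing cells were kept in 10% serum, and growth-arrested cells were deprived of hormones for 5 days in 5% serum stripped with charcoal. The paper's additional methods give index 7 for the exponentially growing and index 11 for the growth-arrested cells, so the replicates are read here as repeated sequencing of 1 library per condition. Standard deviations and p-values then measure the spread between sequencing runs, and each test compares 2 libraries, with no measure of how cultures of the same condition differ. The deposited values are read counts per mature miRNA, made by the authors with miRanalyzer after adapter cleavage. The smallest count listed was 5, and no miRNA had fewer than 5 copies per distinct read sequence on average. A miRNA without a listed value therefore lies below a minimum, of the miRNA or of its read sequences, and is not known to be absent. The 430 miRNAs listed in at least 1 sample were tested with edgeR's quasi-likelihood test after TMM scaling, with unlisted values entered as 0. Log2 fold changes above 0 are higher in exponentially growing cells.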

A comprehensive smallRNA-Seq data analysis was performed running all iMir functions with default parameters and the performances of the tool are summarized in Figure 3. To detect classes of sncRNAs other than miRNAs, the raw reads not mapping to known mature miRNAs were aligned against tRNA and mRNA sequences from UCSC Genome Browser, rRNA and piRNA sequences from Nucleotide NCBI database and other sncRNA sequences from RFam [44] (see: Additional file 3 for details). One of the main advantages when applying this procedure is the possibility to reduce false-positive rate in novel miRNAs prediction, while at the same time allowing to search for and analyze other classes of sncRNAs in the datasets. For each sncRNA library sequenced, ~4,0 M raw reads/sample for exponentially growing and ~5.8 M reads/sample for growth arrested cells were obtained (Figure 3 and Table 1). 

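The deposited miRNA counts summed to 2013787, 2060123 and 2152779 in the replicates of exponentially growing cells and to 4112453, 4198405 and 4371968 in those of growth-arrested cells. The values given here use these totals. The paper's raw reads in Table 1 are 4327501, 4337535 and 4354046 for exponentially growing cells and 6071484, 6075950 and 6085784 for growth-arrested cells. Among the 36 miRNAs with a mean of at least 10000 counts, the median coefficient of variation between replicates was 0.799% in exponentially growing and 0.855% in growth-arrested cells.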

After the pre-process analysis, a small percentage of reads, all <15nt-long, is discarded as the algorithm is unable at present to manage them. The read-length distribution after adapter cleavage in all samples is reported to the right of Module 1 in Figure 3, to show how the majority of reads obtained after this first step are ~22nt long, suggesting that they are mainly due to miRNAs. This observation is further confirmed by the number of reads that actually match known miRNAs (Table 1), computed to account for more than 50% of the entire dataset in each case. 

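miRNAs took a larger part of the small RNA reads in growth-arrested than in exponentially growing cells. The deposited miRNA counts were 50.9% ± 1.58 (SD, n = 3 sequencing replicates) of the reads after adapter cleavage in exponentially growing cells, where the lowest replicate had 49.5% and its file holds 87.2% of the miRNA reads that Table 1 gives for it, and 72.3% ± 2.19 (SD, n = 3) in growth-arrested cells. miR-21-5p, a miRNA with oncogenic activity in many carcinomas, was the most abundant miRNA in both conditions. It held 30.1% ± 0.178 (SD, n = 3) of the miRNA counts in exponentially growing cells and 47.3% ± 0.214 (SD, n = 3) in growth-arrested cells. The 10 most abundant miRNAs of each sample held 71.6% ± 0.114 and 81.7% ± 0.0827 (SD, n = 3 each) of the counts. For each of these shares every replicate of growth-arrested cells lay above every replicate of exponentially growing cells (exact two-sided permutation test, p = 0.1, the smallest p that 3 values against 3 allow). Other RNA classes differed too, as the mRNA reads in Table 1 are 9.94% ± 0.320 and 3.19% ± 0.0923 (SD, n = 3 each) of the reads after adapter cleavage in exponentially growing and growth-arrested cells, and the rRNA reads 2.24% to 2.32% and 1.24% to 1.33%. With 1 library per condition, RNA quality and library composition were not separated from the growth condition. The miR-21 hairpin lies on chromosome 17 of GRCh37 from 57918627 to 57918698 on the plus strand, within an exon annotated to VMP1, and has the sequence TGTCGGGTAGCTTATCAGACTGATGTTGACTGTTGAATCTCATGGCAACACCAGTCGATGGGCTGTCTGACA.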

The remaining reads, showing a length distribution between 26 and 31nt could include piRNAs, while those 36nt-long could result from longer RNA degradation products. The heatmap reported in Figure 3 to the right of Module 5 highlights the high degree of similarity of miRNA profiles in the three replicates for each sample sequenced (A1-3 for the Case and B1-3 for the Control). 

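The miRNA profiles of replicates lay closer to each other than to those of the other condition. On log2(CPM + 1) over the 430 miRNAs, Pearson's r was 0.978 to 0.982 between replicates of exponentially growing cells, 0.990 to 0.991 between replicates of growth-arrested cells and 0.939 to 0.945 between conditions. These correlations are across miRNAs, which are not independent replicates. A chi-square statistic of the counts over its degrees of freedom, which lies near 1 for sampling noise alone, was 1.49 to 1.99 for pairs of replicates of exponentially growing cells and 1.63 to 2.28 for those of growth-arrested cells. It was 1150 to 1227 for pairs across conditions. Every pair of replicates thus varied by more than sampling noise alone gives. The reading of the replicates as runs of 1 library therefore rests on the index and on the paper's term of sequencing replicates.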

A similar results was obtained for piRNAs (data not shown). After that, the iMir module that computes differential expression analysis (Module 5, Figure 2E) was run. miRNA analysis led to the identification of about 460–70 miRNAs per sample (Figure 3 and Table 2), some of which differentially expressed. 

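All 4 members of the miR-181 family, which acts in lymphocyte development, were lower in exponentially growing cells, with miR-181c-5p at -0.76 (standard error 0.0346) and miR-181d at -0.69 (standard error 0.0466) on the log2 scale. Of the 9 let-7 family members, miRNAs associated with differentiation, 7 were lower, with let-7e-5p at -1.40 (standard error 0.0123) and miR-98-5p at -0.98 (standard error 0.008). The other members, let-7d-5p and let-7i-5p, were higher by 0.10 and 0.14, and by 0.09 and 0.13 with DESeq2 size factors. In size this is about the largest offset that TMM scaling gave unchanged miRNAs in simulated counts. That offset, -0.14, had the opposite sign, so it would not by itself give these 2 calls. All 5 members of the miR-23-27-24 clusters were lower, with miR-27a-3p at -1.08 and miR-24-3p at -0.57. Of the 13 listed members of the miR-17-92 cluster and its paralogs, which are associated with proliferation, 4 were higher, 5 lower and 4 did not pass, with miR-92a-3p at 0.59 and miR-25-3p at 0.54. Of the 5 members of the miR-200 family, characteristic of epithelial cells, 3 were lower, 1 was higher and 1 did not pass, with miR-200c-3p at -0.24 and miR-200b-3p at 0.16. Calls are at an adjusted p under 0.05 from edgeR, and each of these counts was the same when adjusted over the list alone. Among 10000 random lists matched on mean expression, the median fold change of the miR-181 family lay at percentile 0.86, while let-7 (23.3), miR-23-27-24 (22.1), miR-17-92 (60.6) and miR-200 (51.0) lay within the central 95%. Of the 21 lists, 16 were placed in this way. Random lists draw each member independently, while miR-181 hairpins lie close together in pairs. The percentile of this family therefore describes these libraries and does not set it apart from chance. The directions are relative to the scaling of the libraries. With libraries scaled by their total miRNA count, the median log2 fold change of the miRNAs listed in all 6 samples moved up by 0.90, and the medians of the let-7 family and the miR-23-27-24 clusters turned from -0.51 to 0.38 and from -0.57 to 0.32. Those of the miR-17-92 and miR-200 groups also turned above 0, while that of the miR-181 family moved from -1.24 to -0.35, with miR-181c-5p and miR-181d turned to 0.13 and 0.21. Of the 53 members of all lists called lower, 31 turned above 0 with this scaling and 17 with libraries scaled by the reads after adapter cleavage. Both scalings raise the log2 fold change of every member, with median shifts of 0.90 and 0.39, so none of the 20 called higher could turn. The files list 355, 366 and 364 miRNAs in the replicates of exponentially growing cells and 342, 345 and 355 in those of growth-arrested cells (exact two-sided permutation test, p = 0.2). Of all listed miRNAs, 286 were listed in all 6 samples, 44 in exponentially growing cells alone and 30 in growth-arrested cells alone.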

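The miRNAs with the largest increases in exponentially growing cells were miR-489 and miR-653, whose hairpins both lie in an intron of CALCR on the minus strand of chromosome 7 of GRCh37, from 93113248 to 93113331 and from 93112072 to 93112167. miR-489 was at 248 ± 23.2 (SD, n = 3 sequencing replicates) TMM-normalized CPM in exponentially growing cells and 16.4 ± 1.18 (SD, n = 3) in growth-arrested cells, a log2 fold change of 3.91 (standard error 0.108, adjusted p = 1.17e-08 from edgeR). miR-653 was at 541 ± 10.3 and 79.8 ± 3.08 CPM (SD, n = 3 each), a log2 fold change of 2.76 (standard error 0.0355, adjusted p = 7.87e-11 from edgeR). Both arms of the miR-30a hairpin were higher, miR-30a-3p by 1.68 and miR-30a-5p by 1.64 on the log2 scale. miR-10b-5p, encoded within a HOX gene cluster, and miR-92b-3p were both at 1.56, and miR-652-3p, miR-941, miR-345-5p and miR-149-5p lay between 1.06 and 1.32. With a trend over the GC content of the hairpin removed, miR-92b-3p, miR-941 and miR-149-5p were at 0.87, 0.72 and 0.47. miR-374a-3p was lower in exponentially growing cells, at 64.2 ± 6.89 against 745 ± 9.97 CPM (SD, n = 3 each), a log2 fold change of -3.53 (standard error 0.048, adjusted p = 1.07e-10 from edgeR). Its hairpin lies in an intron of FTX on the minus strand of chromosome X, from 73507121 to 73507192. miR-10a-5p was at -2.83 and miR-143-3p, abundant in mesenchymal cells, at -2.64, while miR-145-5p from the miR-143 locus was listed in growth-arrested cells alone. miR-181b-5p and miR-19a-3p were both at -2.10, and miR-101-3p, miR-374a-5p, miR-141-3p, miR-181a-5p and miR-301a-3p lay between -1.85 and -1.66, with miR-374a-5p at -1.08 when the GC trend was removed. Paralogs that differ by few bases, such as the members of the miR-181 and miR-10 families, may share reads. These are the 10 higher and 10 lower miRNAs with the largest fold changes at a mean of at least 100 CPM and with no overlap between conditions. Chance would give no overlap for 10% of miRNAs if the replicates were independent. For runs of 1 library per condition that share does not apply, since any difference between the 2 libraries can separate their runs.
At a p of at most 0.05 and a fold change of at least 1.5, 87 miRNAs (20.2% of those tested) were higher in exponentially growing cells, 91 (21.2%) were lower and 58.6% did not pass. At an adjusted p under 0.05, 117 were higher and 124 lower, so 48.5% of the calls were higher. The higher share was 81.9% of calls with libraries scaled by their total miRNA count and 66.9% with libraries scaled by the reads after adapter cleavage. With the runs of each condition summed and a biological coefficient of variation of 0.4 assumed in place of the spread between runs, 24 miRNAs were higher and 31 lower at the adjusted p, among them miR-489, miR-653, miR-374a-3p, miR-10a-5p and miR-143-3p, while the other 15 of the 20 miRNAs with the largest fold changes no longer passed.

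**Figure D1:**
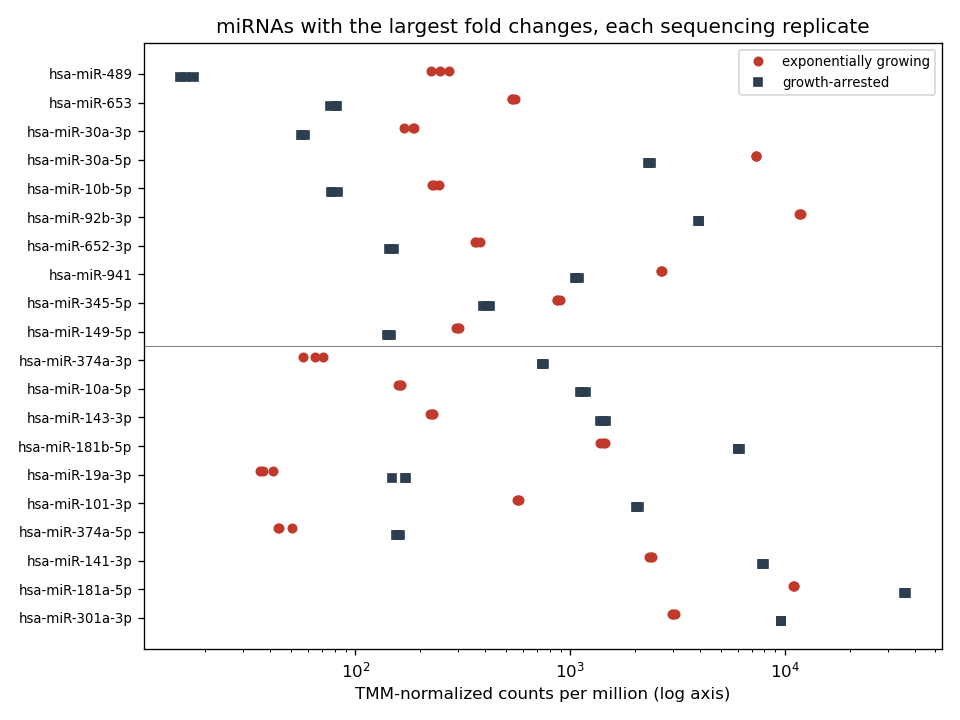
TMM-normalized CPM on a log axis of the 10 miRNAs with the largest increase and the 10 with the largest decrease in exponentially growing cells. They were chosen among miRNAs with an adjusted p under 0.05 from edgeR, a mean of at least 100 CPM and no overlap between conditions. Each circle is a replicate of exponentially growing cells and each square a replicate of growth-arrested cells.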

The pie-charts in Figure 3 summarizes the results of miRNA differential expression analysis performed with DESeq [36], expressed as percentage of detected RNAs showing statistically significant differences in concentration between samples beyond a standard threshold (fold-change ≤ −1.5 or ≥1.5 in exponentially growing *vs* quiescent cells, p-value ≤ 0.05) or not (70.5%). These results, when compared with previously published data relative to miRNA modulation in the same cell line [13,42,43], confirm that iMir is useful to rapidly and efficiently perform differential analysis for these sncRNAs.

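Among the 10 most abundant miRNAs, miR-21-5p was lower in exponentially growing cells, at 220509 ± 2422 against 645342 ± 6590 CPM (SD, n = 3 each), a log2 fold change of -1.55 (standard error 0.0133, adjusted p = 8.21e-12 from edgeR). The other arm of its hairpin, miR-21-3p, was at -1.11, let-7f-5p at -0.73 and miR-27b-3p at -0.38, and miR-151a-3p was higher at 0.31. miR-182-5p, of the cluster expressed in sensory organs, did not pass, at 0.00 (standard error 0.0043, adjusted p = 0.876 from edgeR). With libraries scaled by their total miRNA count, miR-21-5p was at -0.65, and let-7f-5p and miR-27b-3p turned to 0.17 and 0.52. miR-151a-3p and miR-182-5p were then at 1.21 and 0.90. Whether miR-182-5p passes thus depends on the scaling. It depends also on the miRNAs and runs used, since it passed at 0.0062 to 0.0295 in some settings that changed only these. From its results and published data on miRNA modulation in this cell line, the paper concludes that its pipeline serves for differential analysis of these RNAs.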

**Figure 3:**
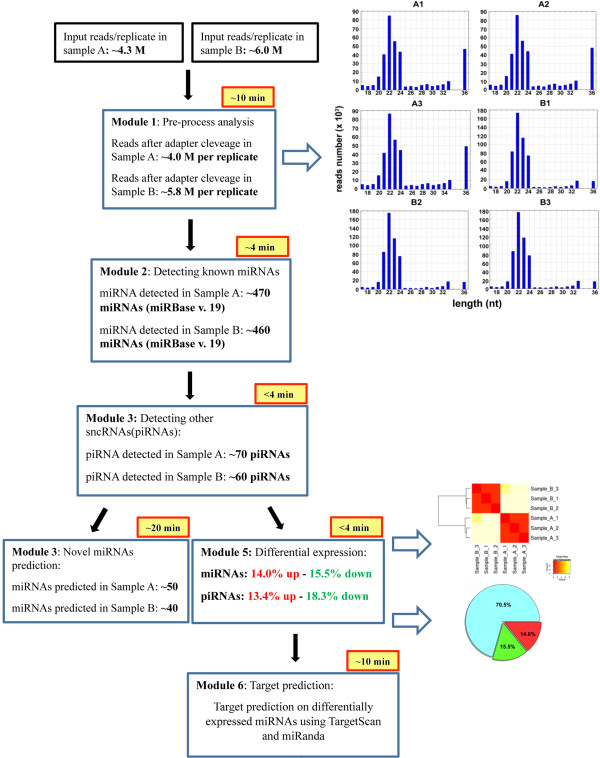
**Graphic representation of iMir pipeline performances.** Datasets obtained from smallRNA-Seq analysis in exponentially growing (sample A) or growth-arrested (sample B) MCF-7 cells, performed in triplicate as described in the text, were input in iMir and analyzed with the standard, complete analytical workflow of the tool. The processing time of each module are highlighted in yellow and the graphic outputs of Modules 1 (histograms showing sequence read length distribution in each replicate) and 5 (heat-map visualization of sncRNA profile differences among samples and pie-chart summarizing the results of the differential expression analysis) are shown to their right.

**Table 1:** Number of reads before and after adapter cleavage and reads mapped in each sncRNA library included in iMir

**MCF-7 cells**		**Raw reads**	**Reads after adapter Cleavage**	**miRNA reads**	**tRNA reads**	**rRNA reads**	**mRNA reads**	**piRNA reads**	**Remaining reads mapping on the genome**	**Reads not assigned**
Exponentially growing	*Replicate 1*	4,327,501	4,068,141	2,310,200	16,989	91,040	391,750	15,753	597,037	69,516
	*Replicate 2*	4,337,535	4,075,320	2,314,040	17,042	92,178	404,148	16,438	614,614	70,165
	*Replicate 3*	4,354,046	4,091,633	2,374,218	17,737	94,961	420,175	16,949	636,708	71,737
Growth-arrested	*Replicate 1*	6,071,484	5,844,875	4,626,170	13,588	72,460	181,084	14,831	234,955	40,941
	*Replicate 2*	6,075,950	5,846,690	4,621,008	12,470	75,251	185,803	15,122	242,065	40,667
	*Replicate 3*	6,085,784	5,855,090	4,725,975	12,705	77,842	192,161	15,582	249,638	41,494

**Table 2:** Number of known RNAs and of predicted novel miRNAs identified with iMir in replicate smallRNA-Seq datasets from MCF-7 cells

	**Exponentially growing cells**			**Growth-arrested cells**		
	***Replicate 1***	***Replicate 2***	***Replicate 3***	***Replicate 1***	***Replicate 2***	***Replicate 3***
miRNA (miRBase v.20)	473	469	476	461	467	473
tRNA (UCSC Genome Browser)	56	56	54	45	48	47
rRNA (NCBI Nucleotide)	4	4	4	4	4	4
mRNA (RefSeq)	308	307	307	297	320	325
piRNA (NCBI Nucleotide)	86	85	84	73	70	67
Novel miRNA predicted	46	57	55	38	39	42

Recently, an increasing number of studies highlighted the role of piRNAs in breast cancer [45,46]. Since the average length of these RNAs is ~30nt (see: Figure in Additional file 3: Figure S1), smallRNA-Seq represents an efficient analytical approach to assess also absolute and relative expression of these molecules. Based on this assumption, we searched for and analyzed piRNAs in the datasets selected to test iMir performance. To reduce cross-mapping artifacts, reads corresponding to other RNAs, in particular miRNAs, tRNAs, rRNAs and mRNAs, were first filtered out with iMir mapping them against the selected transcribed RNA libraries. This allowed at once to start from a set of more reliable data and to gather information concerning other small RNAs detected by sequencing (Table 1 and Table 2). This analysis led to the identification of 70 and 85 piRNAs expressed in growth-arrested and exponentially growing MCF-7 cells, respectively. Differential piRNA expression analysis and statistical significance testing performed with iMir revealed 12 downregulated and 25 upregulated piRNAs in growing cells, when compared to quiescent ones (p-value = 0.05, threshold = 1.5; Figure 3). We do not have a ready explanation for these relatively low numbers of piRNAs identified in breast cancer cells, except for the fact that piRNAs know to date have been identified in germ cells [21] and it is thus possible that the majority of them is expressed only in these cell types. Furthermore, most piRNAs identified so far associate with the piRNA biogenesis factor Piwil1 (Hiwi) [21,47], that is not detectable in MCF-7 cells, where only Piwil 2 (Hili) and Piwil4 (Hiwi2) are detected [Hashim et al., manuscript in preparation]. As new validated piRNA datasets will become available, for example those identified by association to Piwil 2 and 4, the possibility built into iMir to customize its database will allow to include these in the analysis. The decision to focus here on individual piRNAs instead of considering their genomic organization in clusters is based on the observation that in somatic cells piRNAs deriving from a given cluster show different levels of steady-state expression, possibly due to a specific mechanism of precursor RNA maturation active in these cells or to differences in their half-life. In addition, recent results suggest that individual piRNAs could play important roles in tumor cells [48-50].

We then tested another function of iMir by performing differential miRNAs expression analysis in two different ways: (i) starting directly from the number of raw read-counts obtained with miRanalyzer [32] or (ii) by adding to each of these counts a correction factor (31), computed as the median of the whole read dataset (see above). 

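Over the 430 miRNAs and 6 samples, with unlisted values as 0, the median of the deposited read counts was 40. Over listed values alone it was 87. The factor of 31 that the paper states was added here to every deposited count before scaling and testing.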

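let-7i-5p, miR-375, let-7d-5p, miR-200b-3p and miR-532-5p, each with a mean of at least 1000 counts, passed with the deposited counts and no longer passed after the correction factor was added. These 5 losses come with a shift of the TMM scaling that is common to abundant miRNAs, since adding the factor moved the 81 miRNAs of that abundance by -0.15 in the median (central 95%, -0.17 to -0.10). Another 5 of that abundance passed only after the factor was added, among them miR-182-5p. Calls lost among scarce miRNAs included miR-675-3p, miR-675-5p, miR-519a-3p and miR-142-5p, each listed in 1 condition alone, with mean counts of 3.5 to 5.0. Apart from those in Table S2, these miRNAs were chosen after their values were seen. At an unadjusted p of at most 0.05 from edgeR, 251 miRNAs passed with the deposited counts and 240 with the factor added. Of the 251, 30 (12.0%) were lost, and 19 others were gained. The share lost was 18.4% with DESeq2, 31.5% where a fold change of at least 1.5 was also required, 6.09% with the replicate number as a block, 3.66% after removal of miRNAs with low counts and 0.797% with a factor of 1. With the scaling of the deposited counts kept, an alternative chosen after these results were seen, 12 calls (4.78%) were lost, none of them among the 5 abundant miRNAs.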

Once compared, the results obtained with the two approaches showed slight but substantial differences, since ~10% of the miRNAs identified with the first method (pvalue ≤ 0.05) were excluded by the second one (Additional file 4: Table S2). This is explained by the fact that the RNAs expressed at a very low level under both experimental conditions, and thus of uncertain biological significance, were filtered out when using this correction. iMir offers the possibility to choose this method, when needed, also to other classes of sncRNAs.

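Loss was more frequent among scarce miRNAs. Of the 46 called miRNAs with a mean below 31 counts, 15 were lost (32.6%), and of the 205 with a higher mean, 15 were lost (7.32%). Of the 30 lost miRNAs, 18 were listed in both conditions. The calls of the others, all with a mean below 31 counts, rest on unlisted values entered as 0. For miR-675-3p, unlisted in growth-arrested cells, Table S2 gives 4, 4 and 3 counts there. The median of the mean counts was 29.8 for the lost miRNAs and 265 for the 221 that still passed. The lost miRNAs with a mean of at least 31 counts had log2 fold changes of at most 0.69. With the scaling of the deposited counts kept, 9 of the lost calls had a mean below 31 counts. In simulated counts with 200 changed miRNAs, edgeR with TMM scaling placed unchanged miRNAs at -0.14 in the median of 5 draws. The offset was 0.01 with 100 changed, and -0.02 for DESeq2 with 200 changed, so it differed between the tools on the same counts. All 5 draws of a setting shared the same changed miRNAs, so the number changed was not separated from which miRNAs changed.

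**Figure D2:**
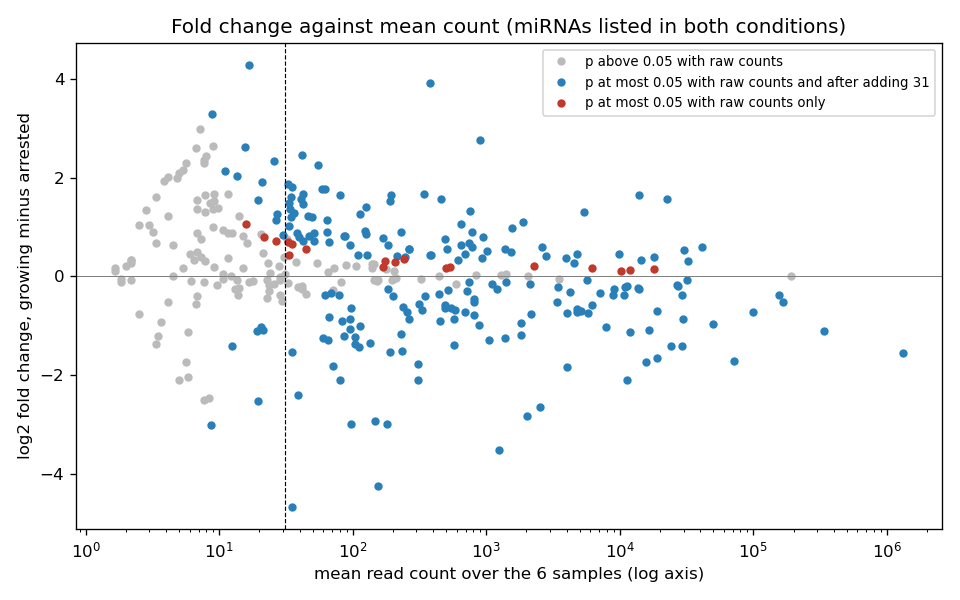
Log2 fold change of exponentially growing against growth-arrested cells over the mean read count (log axis) of the 356 miRNAs listed in both conditions. Red points, 18 in number, passed a p of 0.05 with the deposited counts alone, blue points also with 31 added, and grey points did not pass with the deposited counts; the dashed line marks a mean of 31 counts.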

With respect to the possibility to perform target prediction for selected miRNAs using miRanda and TargetScan databases, another useful function of the tool, it is worth mentioning the possibility for the user to update when required these and the other databases associated to the pipeline, such as those of miRNAs from miRBase, [51-53], of other sncRNAs from different sources and of mRNA targets from TargetScan [40,41,54] and miRanda [38,39].

## Conclusion

We designed, built and describe here iMir, a pipeline that integrates multiple open source modules/resources and implements statistical approaches, combined in an automated flow for high-throughput smallRNA-Seq data analysis. iMir is rapid, accurate and efficient, allowing to examine multiple samples at once and thereby addressing a critical factor for high-throughtput analysis of sncRNA sequencing data, represented by the need for continuous interventions by an operator skilled in informatics and programming. The graphical user interface of iMir, allows a simplified use of the many tools integrated in the pipeline and to customize data analysis according to different needs. In addition, the implementation of different statistical approaches provides the possibility to analyze data according to standard, widely used, as well as to specific needs. Finally, iMir works on Linux and Mac operative systems, user-friendly for biologists with limited skills in informatics. In the future, following the evolution of NGS technologies and recommendations by the scientific community, we plan to keep improving iMir features, including for example tools for sequence variants detection, evolutionary sncRNAs analysis across multiple species and adding specific functions for analysis of emerging classes of small RNAs (pi-, si-, sn-, sno-, ti-RNA, etc.).

## Availability and requirements

**Project name:** iMir.

**Project home page:**http://www.labmedmolge.unisa.it/inglese/research/imir.

**Operating System(s):** Unix/Linux based.

**Other requirements:** Python, Java, Perl, R, DESeq, Bowtie, Vienna RNA Secondary Structure package.

**License:** GNU GPL v3.

**Any restrictions to use by non-academics:** specified by GNU GPL v3.

## Abbreviations

sncRNA: Small non-coding RNA; miRNA: microRNA; NGS: Next generation sequencing.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

GG and MRDF lead in the conception and design of the software, performed the statistical analyses and coordinated manuscript drafting and revision. AR participated in conception and development of the software. AH and FR contributed to software conception and design and to manuscript drafting. GN, MR and RT carried out smallRNA-Seq analyses, manuscript drafting and contributed to software conception. AW coordinated the project, participated in conception of the software and participated in drafting and finalization of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 User Manual. Click here for file

Additional file 2: Table S1 Summary of annotated small non-coding RNAs included in iMir database. Click here for file

Additional file 3 Additional Materials and Methods and Additional Figure Legend. Click here for file

Additional file 4: Table S2 List of miRNAs differentially expressed in exponentially growing *vs* growth-arrested MCF-7 human breast cancer cells (raw and adjusted read-counts, with associated fold-changes and p-values). Click here for file

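Table S2 lists 48 miRNAs, 30 higher and 18 lower in exponentially growing cells in the paper's values. All 48 pass a p of 0.05 there with raw counts, and none does with the correction factor added. The deposited files list 36 of the 48 in at least 1 sample, and all 36 have the direction given in Table S2. Both sets of counts come from the same sequencing, and Table S2 holds miRNAs that differed in it. The shared direction was thus largely fixed in advance and is no independent support. miR-1301 had deposited counts of 201, 250 and 256 in exponentially growing and 170, 209 and 203 in growth-arrested cells, a log2 fold change of 0.41 (standard error 0.0932, adjusted p = 0.00543 from edgeR). miR-145-5p, often described as a tumor suppressor, was listed with 8, 16 and 16 counts in growth-arrested cells alone. miR-519a-3p, of the placental cluster on chromosome 19, was listed with 9, 5 and 11 counts in growth-arrested cells alone, and miR-5094 with 5, 16 and 14. miR-675-5p, made from the H19 transcript, was listed with 6, 15 and 7 counts in exponentially growing cells alone. miR-1973, miR-4284, miR-2276 and miR-4760-5p were each listed in at most 2 samples and did not pass the test. No fold change is given for miRNAs listed in 1 condition alone. Of the 36, 17 passed an unadjusted p of 0.05 in edgeR with the deposited counts, 10 higher and 7 lower. After 31 was added, 10 of these were lost and 4 others passed only then. Thus 11 passed with the factor, unlike in the paper's values, where none does. Of the 288 counts in Table S2, 153 are at least 5, and 111 of these have a deposited count, which equals the paper's in 50 and is lower in 61.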

# Supplementary material for: iMir: An integrated pipeline for high-throughput analysis of small non-coding RNA data obtained by smallRNA-Seq
**Source:** BMC Bioinformatics. 2013 Dec 13;14:362. doi: 10.1186/1471-2105-14-362
**Supplement:** Additional file 1 — User Manual.

iMir User Manual

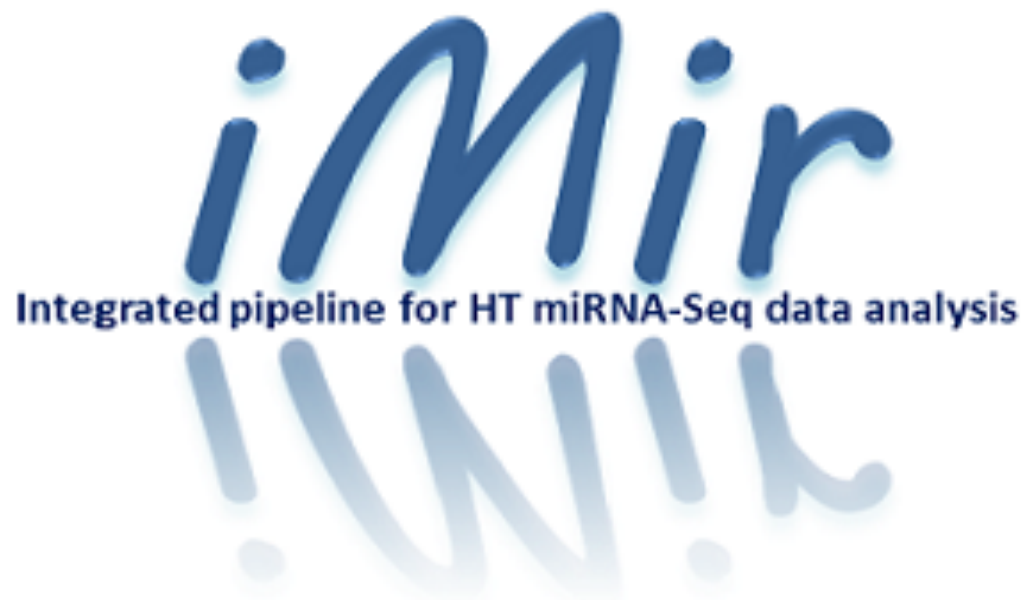

Laboratorio di Medicina Molecolare e Genomica
Università degli Studi di Salerno
Via S. Allende, 1
84081 Baronissi (Sa)
<http://www.labmedmolqe.unisa.it>

Index

1. How to use iMir	5
2. Installation procedure on Linux (Ubuntu)	12
2.1 Prerequisites	12
2.1.1 make, g++ and gcc	12
2.1.2 Python and Perl	12
2.1.3 Java	12
2.1.4 R	12
2.2 Dependences	12
2.2.1 Linux packages	12
2.2.2 Python libraries	12
2.2.3 Bowtie	13
2.2.4 Cutadapt	13
2.2.5 Vienna RNA Secondary Structure package	13
2.2.6 Weka	13
2.2.7 DESeq	13
2.2.8 gplots	13
2.2.9 limma	14
2.2.10 SQUID (for miRDeep2)	14
2.2.11 randfold (for miRDeep2)	14
2.2.12 PDF::API2 (for miRDeep2)	14
2.3 Installation procedure	14
2.3.1 g++ and gcc installation	14
2.3.2 make installation	15
2.3.3 numpy installation	15
2.3.4 matplotlib installation	15
2.3.5 rpy2 installation	15
2.3.6 Tkinter installation	16
2.3.7 Vienna RNA Secondary Structure package installation	16

2.3.8 cutadapt installation	16
2.3.9 DESeq Bioconductor package	16
2.3.10 gplots package	16
2.3.11 limma package	16
2.3.12 miRDeep2 installation	17
3. Installation procedure on MacOS	18
3.1 Prerequisites.....	18
3.1.1 make, g++ and gcc	18
3.1.2 Python and Perl.....	18
3.1.3 Java	18
3.1.4 R.....	18
3.2 Dependences	19
3.2.1 Bowtie.....	19
3.2.2 Vienna RNA Secondary Structure Package	19
3.2.3 Cutadapt.....	19
3.2.4 Weka	19
3.2.5 DESeq	19
3.2.6 gplots	19
3.2.7 limma	19
3.2.8 SQUID (for miRDeep2)	20
3.2.9 randfold (for miRDeep2)	20
3.2.10 PDF::API2 (for miRDeep2).....	20
3.3 Installation procedure	20
3.3.1 numpy installation	20
3.3.2 matplotlib installation	21
3.3.3 rpy2 installation	21
3.3.4 cutadapt installation	21
3.3.5 Vienna RNA Secondary Structure package installation	21
3.3.6 DESeq Bioconductor	22

3.3.9 miRDeep2 installation	22
4. Database.....	24
4.1 iMir General structure of the database.....	24
4.2 Database population	24
5. Output	25

1. How to use iMir

iMir scripts can be launched directly using PYTHON after dependencies have been installed and “iMir_DB” folder of the species of interest have been downloaded (for more details see section 4 of this documentation). After installing prerequisites, iMir can be installed using the script `install_iMir.sh` included in iMir folder. In this case the dependences software will be automatically installed.

To run *iMir*, change directory containing the *iMir.py* file and run the script:

```
> cd [path of iMir_folder](cd ../iMir/src/)  
> python iMir.py #to launch iMir Graphical User Interface
```

The ">" (or "\$") indicates command prompt and should not be typed.

Squared brackets indicates text that needs to be adjusted. Brackets should not be typed. Comments are indicated by "#".

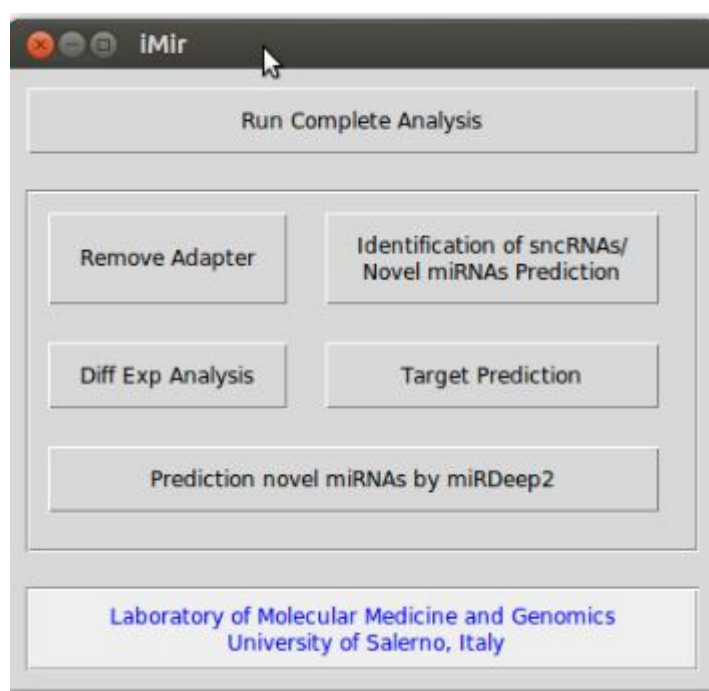

Figure 1 *iMir* main menu

After launched the command line, the iMir menu (Figure 1) is displayed. This allows to select the preferred computational step:

- **Run Complete Analysis:** performs a complete analysis starting from raw NGS data.
- **Remove Adapter:** removes the adapters sequences (3' and/or 5'), performs a quality filter on adapters sequences and set a read-count cutoff starting from fastq files.

- **Identification of sncRNAs /Novel miRNAs Prediction:** identification of known small non coding RNA (sncRNAs) and novel miRNAs prediction. The input must be given in reads-count format ("read sequence"<tab> "read frequency").
- **Target Prediction:** given a list of miRNAs, allows the identification of mRNA targets. The miRNA name must be written in inverted commas (" ").

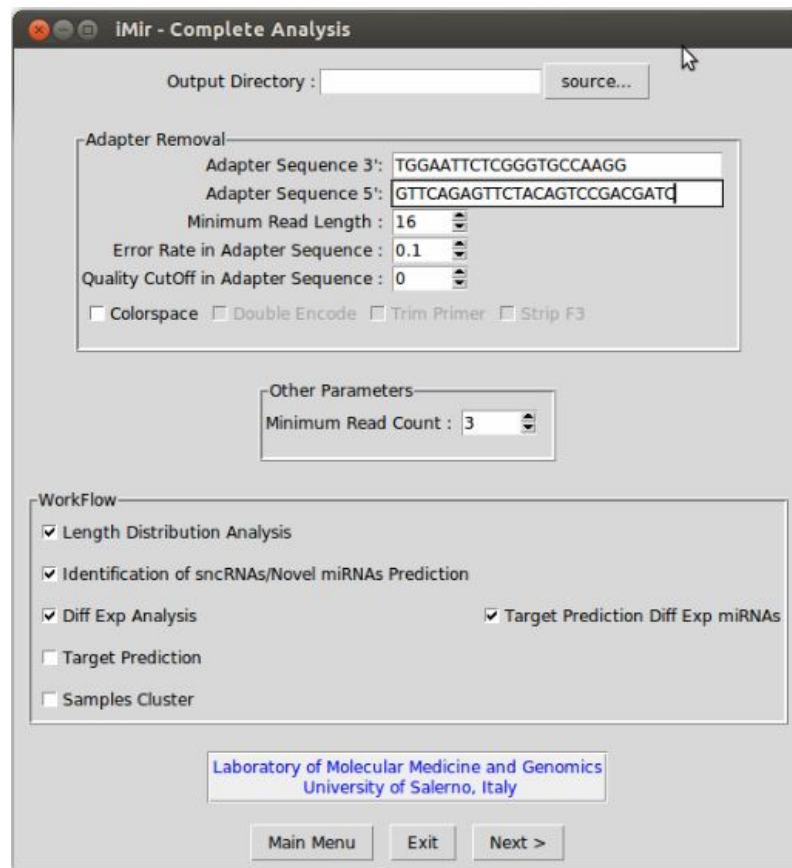

Figure 2 Complete-Analysis menu 1

When **Run Complete Analysis** is selected *iMir* GUI window shown in Figure 2 is displayed.

This menu allows:

- To select the output folder.
- To set parameters for pre-process analysis (*Adapter Removal* and *Other Parameters sections*) such as:
  - **3' adapter sequence**
  - **5' adapter sequence**
  - **Minimum sequence length to consider after adapter trimming**

- **Percentage of error-rate in adapter sequence**
- **Quality cutoff in adapter sequence**
- **Minimum read-count cutoff**
- To define the analytical steps to perform (**Workflow** section) on NGS raw data:
  - **Length Distribution Analysis:** removes adapter sequences according the parameters define above and produces histograms about read-length distribution.
  - **Identification of sncRNAs / Novel miRNAs prediction:** enables the module to predict known sncRNAs and predict novel miRNAs.
  - **Diff Exp analysis:** enables the module to perform differential expression analysis.
  - **Target prediction on Diff Exp miRNAs** (when *Diff Exp* is selected): allows to predict mRNA target based on the list of differentially expressed miRNAs.
  - **Target prediction:** enables the module to predict mRNA targets for all miRNAs detected.
  - **Sample Cluster/PCA Analysis:** enables module to perform cluster analysis.

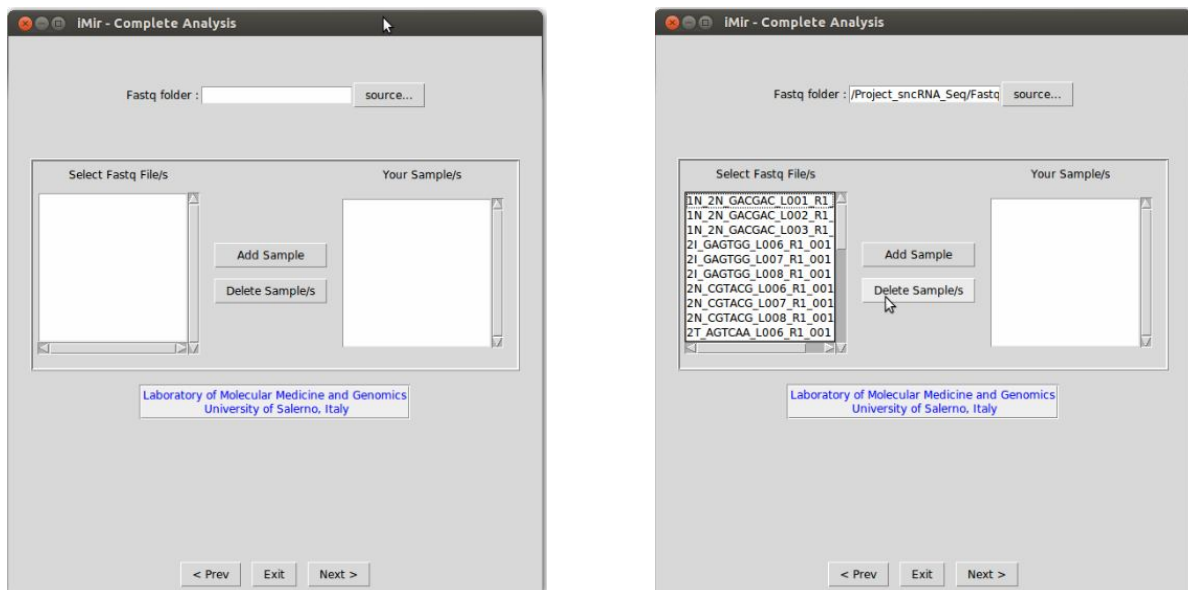

Figure 3 Samples input windows.

After setting the initial parameters (Figure 2), the next step is to select the input files. Clicking on **[source...]**, you select input folder that will display the corresponding fastq files on the left part of the window. (Figure 3).

To load the sample select the file/s and click on **Add Sample** and type the corresponding name (or group name). It will be displayed on the right panel (Figure 3).

The screen-shot displayed in Figure 4 represents the main window of *iMir GUI*. It is divided in several sections, according the analytical step to perform.

- **Mandatory Parameters and Optional Parameters:** These sections allows to define miRanalyzer parameters. (For details about miRanalyzer parameters visit the web link [://bioinfo5.ugr.es/miRanalyzer/standalone.html#x1-100004](http://bioinfo5.ugr.es/miRanalyzer/standalone.html#x1-100004)).
  - **Mandatory Parameters:** In this section is possible to specify:
    - **Species of interest.** A menu-bar allows to select amongs "Human", "Rat" and "Mouse" species, filling automatically the "Basename of bowtie index" and "Species Short" fields. If the smallRNA-Seq experiment is performed on an another species, not included in the menu bar, is possible to fill manually the "Basename of bowtie index" and "Species Short" fields, after populating iMir_DB with the track corresponding to the species of interest.
      - **Basename of bowtie index:** Assembly/Basename of bowtie index, i.e. hg19,mm9, etc.
      - **Species Short:** 'short name of species': This must be the abbreviation of the species used in miRBase for example hsa for Homo sapiens or mmu for Mus musculus.
    - **Kingdom:** In order to set the models and features for the prediction of new microRNAs the program needs to know whether the species is a plant or animal.
    - **dbPath:** the absolute/complete path to the miRanalyzer database (for Human i.e. ../iMir_DB/Human/miRanalyzerDB)
    - **bowtiePath:** the path with the Bowtie binaries (i.e. /usr/bin).
  - **Optional Parameter:** In This section is possible to specify the other miRanalyzer parameters (For details about miRanalyzer parameters visit the web link [://bioinfo5.ugr.es/miRanalyzer/standalone.html#x1-100004](http://bioinfo5.ugr.es/miRanalyzer/standalone.html#x1-100004)).
    - If *justKnown* check-box and *justNew* check-box are both not selected a complete analysis will be performed, to detect known miRNAs, other sncRNA expressed in the sample of interest and predict novel miRNAs.
    - *justKnown:* Clicking on this check-box the analysis will be performed to detect only known miRNAs.
    - *justNew:* Clicking on this check-box the analysis will be performed to predict novel miRNAs.
    - **Transcribe Libraries:** In this section is possible to specify the other class of sncRNAs to investigate. Clicking on *Forward* (or *Reverse*) check-box will activate

the menu-bar *Add* to include the class of sncRNA to study. *Delete* option allows to exclude that specific class.

- *Percentile Filter*: This parameter allows to specify a value between 0-100 to specify the percentile to use to filter out sncRNA with low read-counts.
- *Diff Exp Parameters*: This section allows to define the samples and the parameters to use in differential expression analysis.
  - *Correction factor*: This parameter allows to select a value to add to each count in the whole read dataset. By default, a correction factor of 1 is added to each read-count of the sncRNA dataset. This value can be set by user (*Defined by User parameter*) or computed as median value (*Median Value parameter*) of the whole read-counts dataset of test vs control sample. Set *Defined by User parameter* to 0 if no value must add.
  - *Diff Exp Process*: This radio button allows to select which method use for differential expression analysis. If *DESeq* is selected *Fit Type* radio button will be activate to select the Fit Type method used by DESeq.
  - *Select Test (Select Control)* subsection: Just clicking once on the samples name that appear in *Select Test* and *Select Control* columns and then on ">>" will be possible to define the sample couple on which carry out differential expression analysis.
  - *p-value* and *Adj-pVal*: These radio button allows to specify if consider p-value or adjusted p-value for differential expression analysis. It is also possible to define the p-value cutoff.
  - *Fold-Change Threshold*: In this field is possible to define the Fold-Change cutoff to use for differential expression analysis.
- ***Target prediction section***: Clicking once on sample name displayed in the window is possible to define the sample on which perform mRNA target prediction. Clicking on *Select All* radio button is possible to select all the samples.
- ***Cluster Analysis section***: Clicking once on sample name displayed in the window is possible to select samples on which perform hierarchical cluster analysis.
- ***Terminal***: This window allows to follow the analysis flow, once pressed *Start Analysis* button.

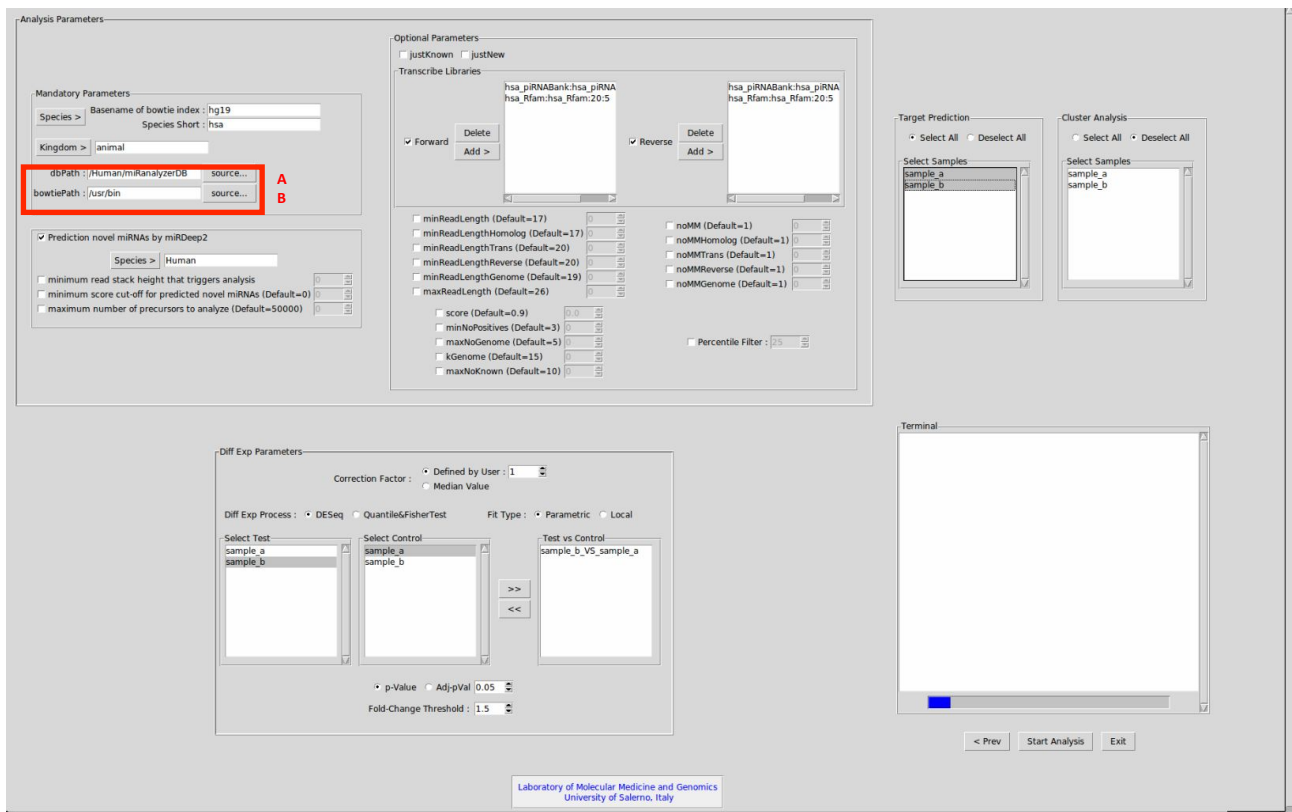

Figure 4 *iMir* Main window. The red rectangle highlight how provide (A) the path to the Bowtie indices and (B) the path to the Bowtie binaries.

Clicking on **Remove Adapter** button in *iMir* main menu (Figure 1) a new window (Figure 5) is displayed. It allows to insert the parameters need for removing the adapter sequences from the fastq files.

The **Diff Exp Analysis module** button in *iMir* main menu (Figure 1) allows to run differential expression analysis starting from a tab-delimited input file containing the read-counts for control and test samples respectively (Figure 6 left). By clicking "**Next**" a new window will open. Here you should declare the sample's name and the number of replicates.

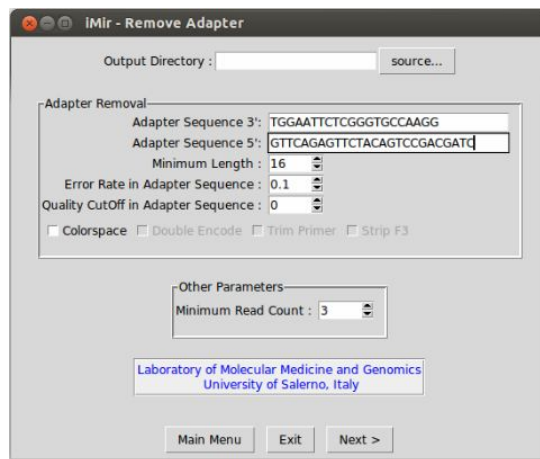

Figure 5 *iMir* Remove Adapter window

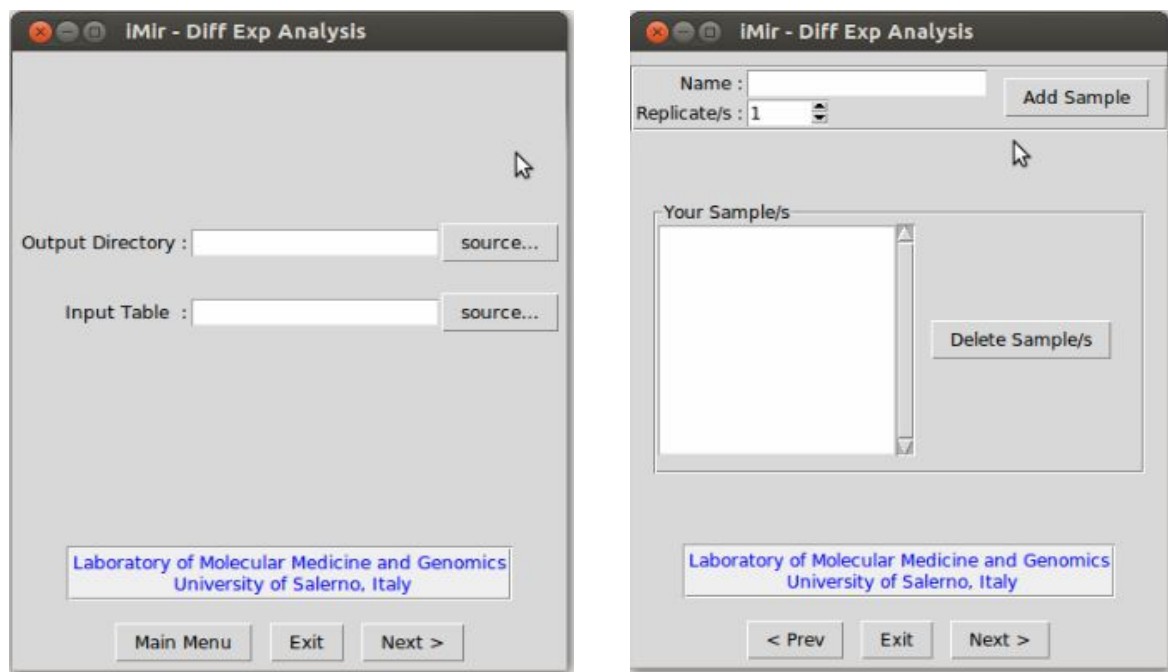

Figure 6 *iMir* Diff Exp Analysis window

The **Target Prediction** module (Figure 1) allows to perform a mRNA target prediction for a list of miRNAs. The miRNA name must be written in inverted commas, like “has-miR-10”.

2. Installation procedure on Linux (Ubuntu)

Prerequisites software must be installed before to run `install_iMir.sh` script. The dependencies software will be installed automatically by `install_iMir.sh` script.

2.1 Prerequisites

2.1.1 make, g++ and gcc

To run the installation script is mandatory that the following packages have been installed on own system:

- gcc
- g++
- make

2.1.2 Python and Perl

Most operating systems have built-in PYTHON and PERL and no installation is required. If that is not the case, PYTHON can be downloaded from <http://python.org/getit/> and PERL from <http://www.perl.org/get.html>.

Python version 2.7

Perl version 5.0

2.1.3 Java

Most operating systems have built-in JAVA and no installation is required. If that is not the case, JAVA can be downloaded from <http://www.java.com/en/download/>.

Java version ≥ 1.6

2.1.4 R

R is required to perform differential expression analysis with DESeq Bioconductor package. It can be found at <http://mirror.fcaglp.unlp.edu.ar/CRAN/>.

R version $\geq 3.0.1$.

2.2 Dependences

2.2.1 Linux packages

The following Linux packages are needed to run iMir:

- python-dev (required by cutadapt tool)
- libxml2 and libxml2-dev (required to install R DESeq Bioconductor)
- libfreetype6 and libfreetype6-dev (required to install matplotlib PYTHON library)

2.2.2 Python libraries

- numPy

- matplotlib
- rpy2
- Tkinter

2.2.3 Bowtie

Bowtie is required by miRanalyzer stand-alone tool and miRDeep2. It should be installed and added to the system path, so that typing bowtie in the terminal activates the program regardless of the working directory (e. g typing as root 'ln -s path/to/Bowtie_folder/bowtie /usr/bin/bowtie'). It can be found at <http://sourceforge.net/projects/bowtie-bio/files/bowtie/0.12.8/>.

2.2.4 Cutadapt

Cutadapt is required to remove adapter sequences from high-throughput sequencing data. It should be installed and can be downloaded from <http://code.google.com/p/cutadapt/>. Before to proceed with installation could be necessary to install python-dev library.

2.2.5 Vienna RNA Secondary Structure package

Vienna RNA Secondary Structure package is required by miRanalyzer stand-alone tool. iMir currently works with 1.8.5 or earlier versions. It can be downloaded from web site <http://www.tbi.univie.ac.at/~ivo/RNA/>.

2.2.6 Weka

Weka is required by miRanalyzer. It is a data mining software in JAVA. The tested version is weka 3.5.3. "weka.jar" file, (named like this, without version) must be in the some folder as miRanalyzer.jar. In iMir folder it is yet included (inside miRanalyzer subfolder).

2.2.7 DESeq

DESeq is a R package to analyse count data from Next-Generation-Sequencing experiment and test for differential expression. It is used by iMir when test/control samples are inserted in *DiffExp_Samples* section of Sample Sheet. DESeq version ≥ 1.9

It can be found at <http://www.bioconductor.org/packages/2.11/bioc/html/DESeq.html>.

Sometime before to install DESeq could be necessary to install libxml2-dev library.

2.2.8 gplots

gplots R package is required to create plots during differential expression analysis and cluster analysis. It can be downloaded from <http://cran.r-project.org/web/packages/gplots/index.html>.

2.2.9 limma

Limma R package is required to perform quantile normalization for differential expression analysis. It can be downloaded from <http://www.bioconductor.org/packages/2.11/bioc/html/limma.html> .

2.2.10 SQUID (for miRDeep2)

SQUID library is required by miRDeep2. It can be downloaded from <http://selab.janelia.org/software.html>.

2.2.11 randfold (for miRDeep2)

randfold is required by miRDeep2. It can be downloaded from <http://bioinformatics.psb.ugent.be/details/Randfold>

2.2.12 PDF::API2 (for miRDeep2)

The Perl package PDF::API2 is required by miRDeep2. It can be downloaded from <http://search.cpan.org/search?query=PDF%3A%3AAPI2&mode=all>

2.3 Installation procedure

The *iMir* pipeline can only be installed in a Linux/UNIX-like operating system (Linux/UNIX or MAC OS X). Most of the dependencies can be automatically installed during the *iMir* installation using the installation script. Only R have to be manually installed on the system.

To install *iMir* and/or all dependencies move on *iMir* directory (*iMir/src/*). Then simply use the following command (with administration rights - > `sudo su`):

```
> cd ../iMir/src/  
  
> sh install_iMir.sh
```

Follow the different steps of the installation and answer the question ask by the program.

Change access to miRDeep2 folder typing:

```
> sudo chmod -R 775 ../iMir/src/miRDeep2
```

When installation procedure is finished is necessary reboot the system.

Without the `install iMir` script follow the instructions given below

2.3.1 g++ and gcc installation

Under Linux-Ubuntu system, with administration rights, open a command shell and type:

```
>sudo apt-get install g++
```

2.3.2 make installation

Under Linux-Ubuntu system, with administration rights, open a command shell and type:

```
>sudo apt-get install build-essential
```

2.3.3 *numpy* installation

After downloaded, unpack and compile it.

```
>tar xvzf numpy.xx.xx.tar.gz
```

```
>cd [path of numpy folder]
```

```
>python setup.py build
```

```
(as root)>python setup.py install
```

To check the installation launch Python and type:

```
import numpy
```

```
numpy
```

You should recognize the installation path.

2.3.4 *matplotlib* installation

After downloaded it, unpack and compile it.

```
>tar xvzf matplotlib.tar.gz
```

```
>cd [path of matplotlib folder]
```

```
>python setup.py build
```

```
(as root)>python setup.py install
```

To check the installation launch Python and type

```
import matplotlib
```

```
matplotlib
```

You should recognize the installation path.

2.3.5 *rpy2* installation

After downloaded it, unpack and compile it.

```
>tar xvzf rpy2.tar.gz
```

```
>cd [path of rpy2 folder]
```

```
>python setup.py build
```

```
(as root)>python setup.py install
```

To check the installation launch Python and type

```
import rpy2
```

rpy2

You should recognize the installation path.

2.3.6 Tkinter installation

Under Linux Ubuntu system, with administration rights, open a command shell and type:

```
>sudo apt-get install python-tk
```

2.3.7 Vienna RNA Secondary Structure package installation

After downloaded it, unpack it

```
>tar xvzf ViennaRNA-1.8.xx.tar.gz
```

```
>cd [path of Vienna folder]
```

```
>./configure
```

```
>make
```

```
(as root) >make install
```

2.3.8 cutadapt installation

After downloaded it, unpack it

```
>tar xvzf cutadapt-1.2.1.tar.gz
```

```
>cd [path of cutadapt folder]
```

```
>python setup.py build
```

```
>python setup.py install
```

2.3.9 DESeq Bioconductor package

Start R and enter:

```
source("http://bioconductor.org/biocLite.R")
```

```
biocLite(BioUpdate)
```

```
biocLite("DESeq")
```

2.3.10 gplots package

Start R and enter:

```
install.packages("gplots")
```

2.3.11 limma package

Start R and enter:

```
source("http://bioconductor.org/biocLite.R")
```

```
biocLite(BioUpdate)
```

```
biocLite("DESeq")
```

2.3.12 miRDeep2 installation

After downloaded all necessary packages described in 2.2 Dependences:

- attach the miRDeep2 executable path to your PATH typing(as root):

```
>echo 'export PATH=$PATH:path_to_miRDeep2_in_iMir_folder' >>/etc/profile
```
- install SQUID library typing (as root):

```
>tar xxvzf squid-1.9g.tar.gz
>cd SQUID
>./configure
>make
>make install
```
- install randfold library typing (as root):

```
>tar xvzf randfold-2.0
> cd randfold
edit makefile changing line with INCLUDE=-I. to INCLUDE=-I. -Ipath_to_squid -
Ipath_to_squid
>make
add randfold to your PATH variable:
>echo 'export PATH=$PATH:path_to_randfold' >> /etc/profile
```
- install PDF::API2 (as root):
Before to install PDF::API2 could be necessary install the perl library FONT::TTF.
Under Linux Ubuntu system can be installed typing:

```
>sudo apt-get install libfont-ttf-perl
```

PDF::API2 can be installed after downloaded the library typing:

```
>tar xvzf PDF-API-x.xx.tar.gz
>cd to you PDF_API2 directory
>perl Makefile.PL PREFIX=path_to_miRDeep2_in_iMir_folder
LIB=path_to_miRDeep2_in_iMir_folder/lib
>make
>make test
>make install
>echo 'export PERL5LIB=PERL5LIB:path_to_miRDeep2_in_iMir_folder/lib/perl5/5.x/'
>> /etc/profile
```
- Change access to miRDeep2 folder typing:

```
>sudo chmod -R 775 miRDeep2
```
- Restart the System

3. Installation procedure on MacOS

Prerequisites software must be installed before to run `install_iMir_MAC.sh` script. The dependencies software will be installed automatically by `install_iMir_MAC.sh` script.

3.1 Prerequisites

3.1.1 make, g++ and gcc

To run the installation script is mandatory that the following packages have been installed on own system:

- gcc
- g++
- make

These packages can be installed using Xcode

3.1.2 Python and Perl

MacOS have built-in PYTHON and PERL and no installation is required. If that is not the case or is necessary to update them, PYTHON can be downloaded from <http://www.python.org/getit/> and PERL from <http://www.perl.org/get.html>. In addition could be necessary install GNU Fortran Compiler. It can be downloaded from <http://r.research.att.com/tools/>.

Python version 2.7

Perl version 5

PYTHON libraries:

numpy (http://www.scipy.org/Installing_SciPy/Mac_OS_X);

matplotlib (<http://sourceforge.net/projects/matplotlib/files/matplotlib/matplotlib-1.1.1/>);

rpy2 (<http://sourceforge.net/projects/rpy/files/OldFiles/>).

3.1.3 Java

Most operating systems have built-in JAVA and no installation is required. If that is not the case, JAVA can be downloaded from <http://www.java.com/en/download/>.

3.1.4 R

R is required to perform differential expression analysis with DESeq Bioconductor package. It can be found at <http://mirror.fcaglp.unlp.edu.ar/CRAN/>. R version $\geq 3.0.1$.

3.2 Dependences

3.2.1 Bowtie

Bowtie is required by miRanalyzer stand-alone tool. It should be installed and add to system path, so that typing bowtie in the terminal activates the program regardless of the working directory (e.g. typing as root 'ln -s path/to/Bowtie_folder/bowtie /usr/bin/bowtie'). It can be found at <http://sourceforge.net/projects/bowtie-bio/files/bowtie/0.12.8/>.

3.2.2 Vienna RNA Secondary Structure Package

Vienna RNA Secondary Structure package is required by miRanalyzer stand-alone tool. iMir currently works with 1.8.5 or earlier versions. It can be downloaded from web site <http://www.tbi.univie.ac.at/~ivo/RNA/>.

3.2.3 Cutadapt

Cutadapt is required to remove adapter sequences from high-throughput sequencing data. It should be installed and can be downloaded from <http://code.google.com/p/cutadapt/>. Before to proceed with installation could be necessary to install python-dev library.

3.2.4 Weka

Weka is required by miRanalyzer. It is a data mining software in JAVA. The tested version is weka 3.5.3. "weka.jar" file, (named like this, without version) must be in the same folder as miRanalyzer.jar. In iMir folder it is yet included (inside miRanalyzer subfolder).

3.2.5 DESeq

DESeq is a R package to analyse count data from Next-Generation-Sequencing experiment and test for differential expression. It is used by iMir when case/control samples are inserted in *DiffExp_Samples* section of Sample Sheet. It can be found at <http://www.bioconductor.org/packages/2.11/bioc/html/DESeq.html>.

3.2.6 gplots

gplots R package is required to create plots during differential expression analysis and cluster analysis. It can be downloaded from <http://cran.r-project.org/web/packages/gplots/index.html>.

3.2.7 limma

Limma R package is required to perform quantile normalization for differential expression analysis. It can be downloaded from <http://www.bioconductor.org/packages/2.11/bioc/html/limma.html>.

3.2.8 SQUID (for miRDeep2)

SQUID library is required by miRDeep2. It can be downloaded from <http://selab.janelia.org/software.html>.

3.2.9 randfold (for miRDeep2)

randfold is required by miRDeep2. It can be downloaded from <http://bioinformatics.psb.ugent.be/details/Randfold>

3.2.10 PDF::API2 (for miRDeep2)

The Perl package PDF::API2 is required by miRDeep2. It can be downloaded from <http://search.cpan.org/search?query=PDF%3A%3AAPI2&mode=all>

3.3 Installation procedure

The iMir pipeline can only be installed in a Linux/UNIX-like operating system (Linux/UNIX or MAC OS X). Most of the dependencies can be automatically installed during the iMir installation using the installation script. Only R have to be manually installed on the system.

To install iMir and/or all dependencies move on iMir directory (`iMir/src/`). Then simply use the following command (with administration rights `> sudo su`):

```
> cd ../iMir/src/
> sh install_iMir_MAC.sh
```

Follow the different steps of the installation and answer the question ask by the program.

Change access to miRDeep2 folder typing:

```
> sudo chmod -R 775 ../iMir/src/miRDeep2
```

When installation procedure is finished is necessary reboot the system.

Without the install iMir script follow the instructions given below

3.3.1 numpy installation

After downloaded, unpack and compile it.

```
> tar xvzf numpy.xx.xx.tar.gz
> cd [path of numpy folder]
> python setup.py build
(as root)> python setup.py install
```

To check the installation launch Python and type:

```
import numpy
```

```
numpy
```

You should recognize the installation path.

3.3.2 *matplotlib* installation

After downloaded it, unpack and compile it.

```
>tar xvzf matplotlib.tar.gz
```

```
>cd [path of matplotlib folder]
```

```
>python setup.py build
```

```
(as root)>python setup.py install
```

To check the installation launch Python and type

```
import matplotlib
```

```
matplotlib
```

You should recognize the installation path.

3.3.3 *rpy2* installation

After downloaded it, unpack and compile it.

```
>tar xvzf rpy2.tar.gz
```

```
>cd [path of rpy2 folder]
```

```
>python setup.py build
```

```
(as root)>python setup.py install
```

To check the installation launch Python and type

```
import rpy2
```

```
rpy2
```

You should recognize the installation path.

3.3.4 *cutadapt* installation

After downloaded it, unpack it

```
>tar xvzf cutadapt-1.2.1.tar.gz
```

```
>cd [path of cutadapt folder]
```

```
>python setup.py build
```

```
>python setup.py install
```

3.3.5 Vienna RNA Secondary Structure package installation

After downloaded it, unpack it

```
>tar xvzf ViennaRNA-1.8.xx.tar.gz
```

```
>cd [path of Vienna folder]
>./configure
>make
(as root)>make install
```

3.3.6 DESeq Bioconductor

Start R and enter:

```
source("http://bioconductor.org/biocLite.R")
biocLite("DESeq")
```

3.3.7 gplots package

Start R and enter:

```
install.packages("gplots")
```

3.3.8 limma package

Start R and enter:

```
source("http://bioconductor.org/biocLite.R")
biocLite(BioUpdate)
```

3.3.9 miRDeep2 installation

After downloaded all necessary packages described in 3.2 Dependences:

- attach the miRDeep2 executable path to your PATH typing(as root):

```
>echo 'export PATH=$PATH:path_to_miRDeep2_in_iMir_folder' >>/etc/profile
```
- install SQUID library typing (as root):

```
>tar xvvzf squid-1.9g.tar.gz
>cd SQUID
>./configure
>make
>make install
```
- install randfold library typing (as root):

```
>tar xvvzf randfold-2.0
> cd randfold
```

edit makefile changing line with INCLUDE=-I. to INCLUDE=-I. -Ipath_to_squid -Ipath_to_squid

```
>make
```

add randfold to your PATH variable:

```
>echo 'export PATH=$PATH:path_to_randfold' >> /etc/profile
```
- install PDF::API2 (as root):

Before to install PDF::API2 could be necessary install the perl library FONT::TTF(You find PDF::API2 package inside miRDeep2/essential).

Under MacOS system can be installed typing:

```
> tar xvvzf FONT-TTF-x.xx.tar.gz
```

```
> cd to you FONT-TTF directory
```

```
> perl Makefile.PL
```

```
> make
```

```
> make test
```

```
> make install
```

(You find PDF::API2 package inside miRDeep2/essential):

```
> tar xvvzf PDF-API-x.xx.tar.gz
```

```
> cd to your PDF_API2 directory
```

```
> perl Makefile.PL PREFIX=path_to_mirDeep2_in_iMir_folder
```

```
LIB=path_to_mirDeep2_in_iMir_folder/lib
```

```
> make
```

```
> make test
```

```
> make install
```

```
> echo 'export PERL5LIB=PERL5LIB:path_to_mirDeep2_in_iMir_folder/lib/perl5/5.x/'  
>> /etc/profile
```

- **Change access to miRDeep2 folder typing:**

```
> sudo chmod -R 775 miRDeep2
```

- **Restart the System**

4. Database

4.1 iMir General structure of the database

In iMir the huge number of libraries, like mature microRNA, precursor microRNA, chromosome sequences, bowtie indexes, etc., are stored in a local file-base database called “iMir_DB”. Inside the base directory there is a subdirectory, “miRanalyzerDB” used by miRanalyzer stand-alone version.

A full description of the database used by miRanalyzer can be found at miRanalyzer web-page, section “General Structure of the database”

(<http://bioinfo5.ugr.es/miRanalyzer/standalone.html#x1-50003.1>).

The miRanalyzerDB contains the folders:

- bowtie: the folder where the bowtie indexes must be.
- model: this folder holds the model files for the prediction of the new microRNA
- out: the default output folder, a folder with the name of the input file will be generated in this directory.
- seqOBJ: the genome sequences in miRanalyzer format.

The bowtie folder is divided in several subfolders which need to be name exactly as follows:

- genome: the indexes of the whole genome sequences. The name must be the same as used for the genome sequences in seqOBJ folder.
- mature: the indexes for the mature microRNA
- hairpin: the indexes for the hairpin - precursor- sequences of microRNAs
- translibs: the indexes of the other libraries which should be used. It is a customize library. The files can be generated with bowtie-built.

4.2 Database population

iMir provides the libraries to analyze miRNA-Seq experiments from human, mouse, and rat. For each species of interest is possible to download the corresponding iMir_DB folder, organized as described above. iMir refers to miRBase v.20 for the mature and hairpin sequences and to RFam v11.0 (taken from <http://rfam.sanger.ac.uk/>), piRNA (for human, rat and mouse from Nucleotide NCBI and for human and rat from PiRNABank). RefSeq (from <http://genome.ucsc.edu/>) and tRNA(from <http://genome.ucsc.edu/>) for translibs sequences.

5. Output

After the tool has finished the analysis, an output folder is created in the user-specific location. The output folder includes:

How the deposited data were processed for this re-analysis (not part of the article)

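Small RNA reads were obtained from MCF-7 cells in exponential growth and in growth arrest, with 3 sequencing replicates of each, and samples were assigned to conditions from their labels and the legend of Figure 3. The authors cleaved adapters with cutadapt, detected miRNAs with miRanalyzer using Bowtie and deposited a read count per mature miRNA and the number of distinct read sequences behind it. The authors also deposited each count as a percent of a per-sample total; these percent values were used only to recover the totals. The submitters' processing notes name CASAVA 1.8 and DESeq 1.0.6. The paper names different miRBase versions in its text and in Figure 3, and the version behind the files is not given in the sources used here.

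The counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM scaling, Benjamini-Hochberg adjustment), with no filter on low counts. The standard error is the absolute log2 fold change over the square root of the F statistic. TMM factors were 1.36 to 1.37 for exponentially growing and 0.729 to 0.739 for growth-arrested cells. The common dispersion between runs was 9.77e-05, so small fold changes of abundant miRNAs pass the test. Depth was 2013787 to 4371968 counts per sample, and reads carry no molecular identifiers, so the precision covers counting and run-to-run error only. Other computations used Python 3.11.15 with scipy 1.17.1. Hairpin positions and GC content come from GENCODE 44 lifted to GRCh37, which gave a hairpin for 360 of the 430 miRNAs (83.7%).

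The test was run on counts simulated for the 430 miRNAs with known changes, in 5 draws with a wider spread than that between the real runs. With 200 miRNAs changed, edgeR called 10.8% of unchanged miRNAs, 94.9% of those changed by 0.585 on the log2 scale and 100% of those changed by 1 or 2. DESeq2 called 4.07%, 80.3%, 98.5% and 100%. With 100 changed, the setting run first, edgeR called 1.15% of unchanged miRNAs. The median false share of edgeR's calls was 8.72% with 200 changed and 4.0% with 100, so its adjusted p can be too small. The draws of each setting shared the same changed miRNAs. Of the calls in the real data, 5 have an absolute log2 fold change under 0.14. This is the size of the offset of TMM scaling with 200 changed, the largest of the simulated settings, where the offset itself was below 0.

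Before the data were examined, 21 lists of miRNAs and the rule for named miRNAs were fixed. The lists cover families and clusters, p53-induced miRNAs, miRNAs targeting the estrogen receptor, markers of blood, liver, muscle, neural and mesenchymal cells and entries that overlap other non-coding RNAs. The miRNAs named are the 10 higher and 10 lower with the largest fold changes at an adjusted p under 0.05, a mean of at least 100 CPM and no overlap between conditions, the 10 most abundant, up to 4 of the most abundant members of each list, and from Table S2, whose values had been seen, miR-1301 and the 4 higher and 4 lower with the smallest p. A list's median was placed among 10000 random lists matched on mean expression. Alternatives were DESeq2 size factors, total miRNA counts and reads after adapter cleavage as scalings, a filter on low counts, DESeq2 1.42.0, the replicate number as a block, each replicate left out in turn, summed runs with an assumed biological coefficient of variation of 0.1 or 0.4, and other correction factors, thresholds, denominators and pseudocounts. Length distributions, piRNAs, other RNA classes and target predictions were not analysed here.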

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

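The counts over other splits, the tests of the GC trend, of distinct read sequences and of the sources of miR-143-3p, and the settings that the next part gives as such were chosen after the results were seen, while the main test and the other settings were planned. miR-489 and miR-653, which the paper does not discuss, were above their level in growth-arrested cells by log2 fold changes of 3.91 and 2.76, with counts of 616, 694 and 802 against 46, 50 and 57 for miR-489. Over all settings run, miR-489 lay between 3.84 and 4.81 and miR-653 between 2.69 and 3.66.

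Of the 10 splits of the samples into 3 and 3, only the real one (1 split) gave as many miRNAs past an adjusted p of 0.05 in edgeR, 241 against at most 0, with at most 5 at an unadjusted p of 0.05 in the others. At the study's thresholds the real split gave 178 and the others at most 5. The splits are too few for a share under 0.05. Every other split also mixes runs of the 2 libraries, which differ far more than runs of the same library. Few calls in those splits were thus fixed in advance, and the comparison does not test how cultures differ by chance.

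Fold changes rose with the GC content of the hairpin, by 0.32 on the log2 scale per 10 percentage points over 248 miRNAs listed in all samples (Pearson's r = 0.298 and Spearman's rho = 0.290, across miRNAs). Extreme fold changes are argued against as the source of the trend, since r was 0.261 without the 10% of miRNAs with the largest. The linear trend took up 0.0889 of the variance of these fold changes (r squared), so it leaves most of the difference between the libraries unaccounted for. After its removal, 90.4% of the 208 calls with an annotated hairpin kept their direction and their call. That share tests little, since the spread between runs is so small that most remaining differences pass. A difference in library preparation and a difference between growing and arrested cells both stay open as sources of the trend, as each condition has 1 library, and neither was tested.

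Replicate 1 of each condition had more distinct read sequences than the others, 3205 against 2668 and 2662 in exponentially growing cells and 3514 against 2880 and 2871 in growth-arrested cells. A deeper run is argued against, since the total count of replicate 1 was 95.6% and 96.0% of the mean of the other 2. More read errors in those runs may contribute, as the median ratio of distinct sequences among the 50 most abundant miRNAs was 1.40 and 1.37, against 1.0 among the next 100 in both conditions. Incomplete adapter cleavage would also add sequences and was not tested, and the design gives no biological explanation. With both replicates 1 left out, 218 miRNAs passed an adjusted p of 0.05 in edgeR, 216 of them calls of all samples in the same direction.

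miR-143-3p was higher in growth-arrested cells, with log2 fold changes of -1.75 to -2.65 under 4 scalings, which argues against scaling as its source. For mesenchymal cells in the culture, miR-145-5p, abundant in those cells and from the same locus, reached 0.303% of the miR-143-3p count in growth-arrested cells (40 against 13179 counts). This does not decide, since the share that such cells would give was not measured here. miR-145-5p was also listed in growth-arrested cells alone, while the other 2 listed mesenchymal markers did not pass. Mesenchymal cells, a change with growth arrest and a difference between the 2 libraries all stay open as hypotheses.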

How the results depend on the processing

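The alternatives for miRNAs listed in all 6 samples, unlisted values set to 4, both replicates 1 left out, the GC trend removed and the scaling kept when the correction factor is added were chosen after the data were seen. The count past an adjusted p of 0.05 (241) was 220 to 240 with each replicate left out in turn and 213 to 282 over the other settings, apart from the assumed coefficient of variation of 0.4, where it was 55 (24 higher, 31 lower). At the study's thresholds it was 175 to 184 with each replicate left out, 100 (52 higher, 48 lower) at the coefficient of 0.4, and 131 higher at that of 0.1. Total count scaling gave 231 higher and 51 lower at the adjusted p and 214 and 38 at the study's thresholds, and scaling by cleaved reads gave 145 higher at the latter. At the coefficient of 0.4, 23 of 29 named miRNAs no longer passed. The replicate block gave 220 and 157 calls. Deviations of samples with the same number had correlations of 0.131, 0.0289 and 0.0219. Replicates 1 and 3 of exponentially growing cells correlated best with their own number, and replicate 2 did not. Replicate 1 of both conditions also had more distinct read sequences, so a pairing by number stays open. The main test used no block, since the paper states no pairing. The cause was not tested for any change given here.

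Calls lost with the correction factor were 2 with a factor of 1, 9 with the low count filter, 12 with the scaling kept, 14 with the block, 47 with DESeq2, 56 with the fold change threshold and 20 to 32 with each replicate left out. The median count above 0 was 87. With a pseudocount of 10 the median r was 0.997, 0.999 and 0.970 for growing replicates, arrested replicates and between conditions, and over miRNAs with a mean of at least 10 counts it was 0.995, 0.996 and 0.935. Of raw reads, 47.8% and 69.6% were miRNA counts in growing and arrested cells.

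Of the lists with at least 3 listed members, 2 had a median above 0, against 11 with total count scaling, 8 with cleaved reads, 4 with the low count filter, 1 at both assumed coefficients, 4 over miRNAs listed in all samples, 4 with the GC trend removed and 1 to 4 with each replicate left out. Medians changed sign as follows. Total count scaling gave 0.84 for miR-17-92, 0.38 for let-7, 0.74 for miR-200, 0.0666 for p53-induced, 0.64 for miR-15/16, 0.59 for estrogen receptor-targeting miRNAs, 0.32 for miR-23-27-24, 0.69 for miR-183-96-182 and 0.78 for blood markers. Cleaved reads gave 0.34 for miR-17-92, 0.24 for miR-200, 0.13 for miR-15/16, 0.0881 for estrogen receptor-targeting miRNAs, 0.18 for miR-183-96-182 and 0.24 for blood markers. miR-17-92 was also at 0.19 with the low count filter, 0.20 over miRNAs listed in all samples, 0.0782 without both replicates 1 and -0.0698 to 0.164 with each replicate left out. miR-30, at 0.02, was at -0.0561 at both assumed coefficients, -0.005 with unlisted values at 4 and -0.0185 to 0.0713 with each replicate left out. miR-15/16 was at 0.22 with the GC trend removed. Blood markers, 3 miRNAs of which 2 are scarce, were at 0.70 with the low count filter, 0.71 over miRNAs listed in all samples, 0.0042 with unlisted values at 4, 0.37 with the GC trend removed and -4.01 to 0.69 with each replicate left out. The lowest of these is the value of miR-451a, which is unlisted in the remaining replicates of exponentially growing cells.

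Of the named miRNAs, let-7a-5p, let-7f-5p and miR-27b-3p turned to 0.38, 0.17 and 0.52 with total count scaling, and miR-27b-3p to 0.01 with cleaved reads. miR-182-5p, at 0.00, was at -0.0085 with DESeq2 and its size factors, -0.0712 at both assumed coefficients, -0.0208 with unlisted values at 4, -0.0072 without both replicates 1, -0.12 with the GC trend removed and -0.0022 to 0.0088 with each replicate left out. It passed as higher at 0.90 with total count scaling, 0.39 with cleaved reads and 0.02 with the low count filter. It also passed as higher at 0.0295 over miRNAs listed in all samples, at 0.0088 without replicate 3 of exponentially growing cells and at 0.0062 without replicate 2 of growth-arrested cells. The other 25 kept their direction in every setting in which they were tested, though not their size. With the GC trend removed, 8 named miRNAs had log2 fold changes smaller by more than 1.5 times, miR-149-5p at 0.47, miR-941 at 0.72, miR-92b-3p at 0.87, miR-374a-5p at -1.08, miR-98-5p at -0.63, let-7a-5p at -0.18, let-7f-5p at -0.33 and miR-27b-3p at -0.18. With total count scaling 11 were smaller and 11 larger by that much, and with cleaved reads 4 and 3. A miRNA near the smallest listed count of 5 is limited by depth, and list medians take in such miRNAs with unlisted values as 0. The minimum is not known to apply to the summed count of a miRNA. Of the 153 counts of at least 5 in Table S2, only 111 have a deposited count.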

Differences from the paper's values

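The paper's Table S2 gives miR-1301 a log2 fold change of 0.31, and the value here was 0.41 (standard error 0.0932). The inputs differ too. Table S2 has counts of 213, 269 and 291 in exponentially growing and 192, 226 and 230 in growth-arrested cells, each above the deposited count. Of the alternatives set before the data were examined, the value lay within that error of the paper's without replicate 2 (0.36) or replicate 3 (0.39) of exponentially growing cells, without replicate 1 of growth-arrested cells (0.35), and with summed runs at both assumed coefficients of variation (0.34). It did not with DESeq2 size factors, total miRNA counts, reads after adapter cleavage, the low count filter, DESeq2 or the replicate block, nor without replicate 1 of exponentially growing cells or replicate 2 or 3 of growth-arrested cells.

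The paper states that most reads of every sample match known miRNAs. From the deposited counts, 49.5% of the reads after adapter cleavage did so in replicate 1 of exponentially growing cells, and 50.6% to 74.7% in the other samples. From the paper's own miRNA reads in Table 1 the share is 56.8% to 58.0% in exponentially growing cells. The paper gives 461 to 476 miRNAs per sample, against 342 to 366 in the deposited counts. It places 70.5% of miRNAs not past its thresholds with DESeq, against 58.6% here with edgeR and 56.7% with DESeq2. The shares are over different sets of miRNAs, and the cause of the difference was not tested. None of the 48 miRNAs of Table S2 passes with the correction factor in the paper's values. Of the 36 with a deposited count, 11 passed in edgeR with 31 added.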

Other observations

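The tests of hypotheses in this part were chosen after fold changes had been seen, while the lists were fixed before. All 4 listed members of the miR-10/99/100 family passed in edgeR, miR-10b-5p higher and miR-10a-5p, miR-99a-5p (-1.29) and miR-99b-5p (-0.86) lower. Of 3 miR-29 members, miR-29b-3p (-2.93) and miR-29c-3p (-1.35) were lower and miR-29a-3p (0.16) was higher. Of 7 miR-30 members, 3 were higher, 3 lower and 1 did not pass, with miR-30e-5p at -0.67. Of 7 miR-15/16 members, associated with restraint of the cell cycle, 4 were lower (miR-15a-5p at -1.28, miR-424-5p at -0.98), 1 was higher (miR-15b-5p at 0.41) and 2 did not pass. Of 6 listed p53-induced miRNAs, 4 were lower, among them miR-192-5p at -1.02, and miR-107 was higher at 0.49. Of 5 listed miRNAs that target the estrogen receptor, 4 were lower, with miR-221-3p at -0.52, and none was higher. In the miR-183-96-182 cluster, miR-96-5p (-0.86) and miR-183-5p (-0.21) were lower. Of the miR-125 family, miR-125a-5p was lower at -1.12 and miR-125b-5p did not pass. Each count was the same when adjusted over the list alone. Among random lists matched on expression, the median lay at percentile 3.80 for the miR-10/99/100 family, 4.11 for miR-29, 6.09 for p53-induced miRNAs, 28.0 for miR-15/16, 31.5 for miRNAs that target the estrogen receptor, 57.1 for miR-183-96-182 and 79.9 for miR-30, all within the central 95%. The medians of the miR-181, miR-10/99/100 and miR-29 families keep their sign under all 4 scalings, while miR-99b-5p and 2 members of the miR-181 family turn above 0 with total count scaling, miR-99b-5p to 0.03. So do the 3 lower miR-30 members and the neural marker miR-9-5p. The medians of the miR-15/16, p53-induced, estrogen receptor-targeting and miR-183-96-182 groups turn above 0 with total count scaling.

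Markers of other cell types were mostly scarce. No muscle marker was listed, and the liver marker miR-122-5p reached at most 10 counts. Of 3 listed blood markers, miR-486-5p was higher, at 314 ± 4.80 CPM (SD, n = 3) in exponentially growing and 196 ± 6.41 (SD, n = 3) in growth-arrested cells, miR-142-5p was listed in growth-arrested cells alone and miR-451a did not pass. Of 3 listed neural markers, miR-9-5p was lower, at 200 ± 7.21 and 343 ± 2.78 CPM (SD, n = 3 each), miR-9-3p was listed in growth-arrested cells alone and miR-219-5p did not pass. Of 4 listed mesenchymal markers, miR-143-3p and miR-145-5p were lower, and miR-199b-5p and the entry shared by miR-199a-3p and miR-199b-3p did not pass. The medians of the blood, neural and mesenchymal markers lay at percentiles 32.5, 2.65 and 6.09, and rest in part on unlisted values. The shared entry was matched to the mesenchymal list only after results were seen; without it the percentile is 1.57 and the median -2.64, against -1.38 with it. miR-519a-3p and miR-512-3p of the chromosome 19 cluster were listed in growth-arrested cells alone. Of the chromosome 14 cluster, miR-127-3p was listed in exponentially growing cells alone and miR-410 did not pass.

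A hypothesis is that the arms of a hairpin share a change of the hairpin. Over 55 hairpins with both arms listed in both conditions at a mean of at least 10 CPM, Pearson's r between the arms' fold changes was 0.516 and Spearman's rho 0.558, across hairpins, and 95% of shuffled pairings lay between -0.267 and 0.259. The limit to arms listed in both conditions was set after a first computation over 56 pairs, which gave 0.536. A second hypothesis is that hairpins within 10 kb on one strand share a change of their transcript. Over 44 such pairs the median absolute difference in log2 fold change was 0.42, and 95% of shuffled positions lay between 0.63 and 1.44. Of these pairs, 18 come from 7 hairpins in CLCN5, and without them the difference was 0.39 over 26 pairs, with 95% of shuffled positions between 0.62 and 1.52. GC content shared by arms or neighbors was not removed, and may add to both values.

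Entries that overlap other non-coding RNAs may hold fragments of those RNAs. Of 8 listed entries, 4 were higher, 1 lower and 3 did not pass in edgeR. The median lay at percentile 99.94 of matched random lists over all 8, a value that rests on fold changes against unlisted values, and at 58.7 over the 4 entries listed in both conditions. The restriction was made after the first value had been seen, and the 4 entries are too few to decide.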
